# Minimal transcriptional regulation of horizontally transferred photosynthesis genes in phototrophic bacterium *Gemmatimonas phototrophica*

**DOI:** 10.1128/msystems.00706-24

**Published:** 2024-08-27

**Authors:** Karel Kopejtka, Jürgen Tomasch, Sahana Shivaramu, Mohit Kumar Saini, David Kaftan, Michal Koblížek

**Keywords:** *Gemmatimonadota*, anoxygenic photosynthesis, bacteriochlorophyll, horizontal gene transfer, transcriptomics

## Abstract

The first phototrophic member of the bacterial phylum *Gemmatimonadota*, *Gemmatimonas phototrophica* AP64^T^, received all its photosynthesis genes via distant horizontal gene transfer from a purple bacterium. Here, we investigated how these acquired genes, which are tightly controlled by oxygen and light in the ancestor, are integrated into the regulatory system of its new host. *G. phototrophica* grew well under aerobic and semiaerobic conditions, with almost no difference in gene expression. Under aerobic conditions, the growth of *G. phototrophica* was optimal at 80 µmol photon m^−2^ s^−1^, while higher light intensities had an inhibitory effect. The transcriptome showed only a minimal response to the dark–light shift at optimal light intensity, while the exposure to a higher light intensity (200 µmol photon m^−2^ s^−1^) induced already stronger but still transient changes in gene expression. Interestingly, a singlet oxygen defense was not activated under any conditions tested. Our results indicate that *G. phototrophica* possesses neither the oxygen-dependent repression of photosynthesis genes known from purple bacteria nor the light-dependent repression described in aerobic anoxygenic phototrophs. Instead, *G. phototrophica* has evolved as a low-light species preferring reduced oxygen concentrations. Under these conditions, the bacterium can safely employ its photoheterotrophic metabolism without the need for complex regulatory mechanisms.

**IMPORTANCE:**

Horizontal gene transfer is one of the main mechanisms by which bacteria acquire new genes. However, it represents only the first step as the transferred genes have also to be functionally and regulatory integrated into the recipient’s cellular machinery. *Gemmatimonas phototrophica*, a member of bacterial phylum Gemmatimonadota, acquired its photosynthesis genes via distant horizontal gene transfer from a purple bacterium. Thus, it represents a unique natural experiment, in which the entire package of photosynthesis genes was transplanted into a distant host. We show that *G. phototrophica* lacks the regulation of photosynthesis gene expressions in response to oxygen concentration and light intensity that are common in purple bacteria. This restricts its growth to low-light habitats with reduced oxygen. Understanding the regulation of horizontally transferred genes is important not only for microbial evolution but also for synthetic biology and the engineering of novel organisms, as these rely on the successful integration of foreign genes.

## INTRODUCTION

Life on planet Earth is sustained through the photosynthetic (PS) transformation of light into chemical energy (1, 2). The majority of primary biomass is produced by PS organisms (e.g., cyanobacteria, algae, and plants), which harvest light energy using chlorophylls, fix inorganic carbon, and evolve oxygen. Alongside these oxygenic organisms, anoxygenic phototrophs harvest light using various forms of bacteriochlorophyll (BChl) and have been found so far in eight bacterial phyla: *Pseudomonadota* (*Proteobacteria*), *Bacteriodota* (*Chlorobiota*), *Bacillota*, *Chloroflexota*, *Gemmatimonadota*, *Acidobacteriota*, *Myxococcota*, and *Vulcanimicrobiota* (formerly known as *Candidatus* Eremiobacteriota or WPS-2).

An interesting group is represented by the phototrophic *Gemmatimonadota.* Its first cultured member *Gemmatimonas phototrophica* AP64^T^ was isolated from a freshwater lake Tiān ér hú in the western Gobi Desert in Northern China (3). It contains unique PS complexes composed of the type-2 reaction center with two concentric rings of light-harvesting antennae (4, 5). *G. phototrophica* is a photoheterotrophic bacterium. It requires organic carbon, but light provides energy for its metabolism and stimulates its growth (6). Phylogenetic evidence suggests that *G. phototrophica* received the photosynthesis gene cluster (PGC) via horizontal gene transfer (HGT) from purple bacteria (3).

The early anoxygenic phototrophs evolved under anaerobic conditions during the Archean eon (7). Whereas the extant phototrophic *Bacillota* or *Bacteriodota* remained as strictly anaerobic species, other phototrophic groups evolved different strategies to cope with the modern oxic atmosphere. For example, purple bacteria (e.g., *Rhodobacter capsulatus* or *Cereibacter sphaeroides*) synthesize their PS apparatus and grow photoautotrophically only under anoxic conditions. At higher oxygen tension, they repress their pigment synthesis (8–10) and switch to heterotrophic metabolism (11). Another strategy was adopted by aerobic anoxygenic phototrophic (AAP) bacteria. These photoheterotrophs fully adapted to oxic conditions and harvest light energy and grow in the presence of oxygen. The synthesis of PS apparatus under illumination in the presence of oxygen, however, represents a risk of generation of reactive oxygen species (ROS) (12), potentially damaging proteins, lipids, or DNA (13, 14). Therefore, AAP species rapidly downregulate the expression of photosynthesis genes when illuminated (15–17), which consequently also stops BChl biosynthesis (18–20) and, hence, avoids ROS generation under aerobic conditions (21). Environmental studies confirmed this mechanism taking effect in the upper ocean or freshwater lake epilimnia, where AAP bacteria restricted their BChl *a* synthesis to the night period (19, 22). Thanks to this ability, AAP bacteria contribute by a large part (up to 20%–30%) to microbial communities in euphotic zones of freshwater and marine habitats, respectively (23–25).

Yet another situation was observed in *G. phototrophica*. It was shown that cells grown on agar produced BChl under semiaerobic conditions in both dark and light (6, 26). Recently, it was shown that when the original medium is supplemented with calcium, *G. phototrophica* can grow also in fully aerobic liquid cultures (27), which also maintains BChl synthesis.

We speculate that the unusual BChl synthesis regulatory pattern may be related to the fact that its photosynthesis gene were received via distant HGT. Thus, they may not be fully integrated into the host gene regulation machinery. A recent metagenomics study documented the presence of phototrophic *Gemmatimonadota* in many fresh and waste waters (28), which indicates that they live in environments with variable oxygen concentrations. Therefore, we decided to investigate how *G. phototrophica* changes its gene expression under different oxygen and light conditions. Using a series of cultivation growth experiments combined with transcriptome analyses, the presented study reveals how the bacterium regulates PGC expression under different light conditions or oxygen tension.

## RESULTS

### Heterotrophic growth and BChl *a* synthesis under aerobic and semiaerobic conditions

Purple bacteria downregulate their photosynthesis gene expression in the presence of oxygen. An important component of this regulation is PpsR aerobic repressor, which halts photosynthesis gene transcription (29–31). As *G. phototrophica* contains a gene coding for this regulator in its PGC and it is a semiaerobic species, we first investigated how oxygen concentration influences the expression of its PS apparatus. Cells grown in agar manifested the most vigorous growth in a zone ca. 0.5 cm under the agar surface, clearly showing their preference for lower oxygen tension (Fig. 1A, left inset). Then, *G. phototrophica* was cultured in a liquid medium in the dark under semiaerobic (10% O_2_) or aerobic (21% O_2_) conditions, and its growth and pigmentation were monitored. The semiaerobic cultures reached on average 20% higher density compared with aerobic cultures between days 3 and 9 (Fig. 1A). However, the pigmentation assayed as BChl *a* per protein ratio (w:w) was the same for both treatments (Fig. 1A, right inset), which signalizes the absence of aerobic repression in *G. phototrophica*.

**Fig 1:**
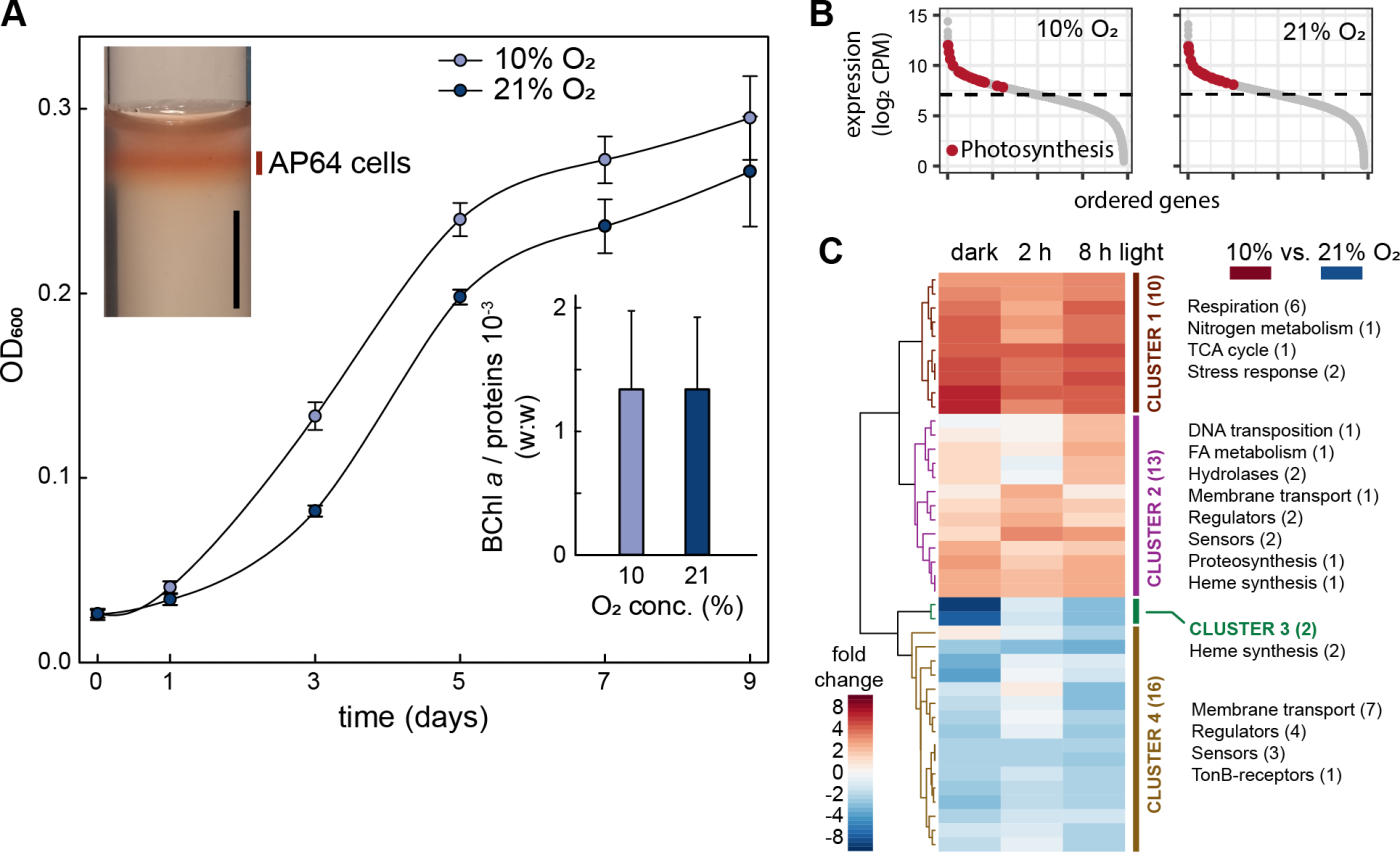
Cultivation under different oxygen concentrations. (**A**) Heterotrophic growth under semiaerobic (10% O_2_) and aerobic (21% O_2_) conditions. The mean values and standard deviations from three parallel biological replicates for each treatment (defined in the graphical legend) are shown. (Left inset) Cells grown inside the agar clearly prefer a semiaerobic environment. The black vertical scale bar represents 1 cm. (Right inset) BChl *a* per protein ratio. For each oxygen concentration, the mean value calculated as an average of days 3, 5, 7, and 9 is shown. (**B**) Expression of photosynthesis genes in the dark (red) under 10% and 21% oxygen, compared to the whole transcriptome (gray). The dashed line shows median expression. (**C**) Transcriptional response to the dark-to-light shift under semiaerobic and aerobic conditions. Heatmap visualizations of the difference in fold changes (FCs) of differentially expressed genes (DEGs) between cells grown under semiaerobic and aerobic conditions. Dark-adapted cells were illuminated with 100 µmol photon m^−2^ s^−1^ of light, and samples were taken at 2 and 8 hours after the shift to light. For normalization, samples kept in the dark were used. DEGs are clustered into four main groups (Clusters 1–4) marked by vertical bars. Groups of genes with common functions are shown. Numbers in brackets show the number of genes represented in each gene cluster/group. Hypothetical proteins and proteins with domains of unknown function are not shown. Cut-off values used for the analysis: *P*-value =0.05; FC > 2. CPM: counts per million reads; FA, fatty acid; OD, optical density.

### Transcriptome response following the dark-to-light switch under semiaerobic and aerobic conditions

As there was no apparent impact of the oxygen concentration on cellular pigmentation in cultures grown in the dark, we assayed whether *G. phototrophica* changes its photosynthesis genes under different oxygen concentrations. 

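RNA of *Gemmatimonas phototrophica* AP64 was sequenced in 18 libraries, in 6 groups of 3 biological replicates. Whether the sampling points at an oxygen concentration came from the same bottles is not given in the sources used here. The tests treat the libraries as independent. The semiaerobic cultures were kept at 10% O_2_ and the aerobic cultures at 21% O_2_, which the sample labels give as 20%. At each oxygen concentration, 1 group was sampled in the dark and the other groups after 2 and 8 h of illumination at 100 µmol photon m-2 s-1. The labels name 1 dark group per oxygen concentration and no dark group for each time point, so that time in light is not separated from time in culture. The authors depleted rRNA, sequenced paired ends, clipped adapters and low-quality bases, mapped the reads to the AP64 genome with bowtie2, and deposited the number of reads per gene counted with featureCounts, without normalization. The counting used the strand, included reads that map to several places, and counted a read over overlapping genes for each of them. The genes are listed by locus tag with coordinates on assembly ASM69509v2, and 3915 of the 3970 features are coding genes. rRNA still took between 56.5% and 76.3% of the counts per library. Counts on coding genes ranged from 113815 to 2484202 in the aerobic dark group (median 1514345), from 1687261 to 4699329 after 2 h in light (median 2641094), and from 3526137 to 3826920 after 8 h (median 3563290). In the semiaerobic groups they ranged from 92329 to 5679591 in the dark (median 2882362), from 2160691 to 2915972 after 2 h (median 2677695), and from 3740808 to 6244806 after 8 h (median 4854136). Aerobic dark replicate 3 and semiaerobic dark replicate 2 were much shallower than the other 16 libraries, with 193 and 208 coding genes at a count of 0 against at most 8 elsewhere. The median count per coding gene was 15 and 13 in these libraries and at least 218 in the others, so that low-expressed genes were measured in the dark mainly by the other replicates. For the values given here, coding genes passing edgeR's filterByExpr (3905 genes) were normalized by TMM and fitted in one quasi-likelihood model of the 6 groups. A gene was called a DEG at an absolute log2 FC above 1 and a false discovery rate (FDR, Benjamini-Hochberg) below 0.05, since the tables of the paper list an FDR, while its methods give 0.01. The contrasts compared each time point in light with the dark at the same oxygen concentration, and 10% with 21% O_2_ at each sampling point. The difference between the light responses at 10% and 21% O_2_ was tested as an interaction.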

Cultures grown in the dark were split into two sets of subcultures kept under semiaerobic or aerobic conditions. Genes in the PGC showed a similar high expression (above the median for all genes) under both oxygen regimes (Fig. 1B). 

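Of the photosynthesis gene cluster (PGC), 23 genes whose product names a photosynthesis function were compared with all 3905 tested genes by their mean log2 CPM, normalized by TMM, in the dark. All 23 lay above the median of the tested genes at both oxygen concentrations. At 21% O_2_ the median was 7.10 for all tested genes and 9.07 for the PGC genes, and at 10% O_2_ it was 7.08 and 9.12. The PGC median corresponded to percentile 90.6 of the tested genes under aerobic conditions and 91.4 under semiaerobic conditions. The highest PGC gene was *pufA* in both groups, at 11.70 and 12.04. The lowest was *bchI* at 21% O_2_ (7.94) and GEMMAAP_RS06620, a chlorophyllide a reductase subunit, at 10% O_2_ (7.88). The same count of 23 was found in each of the 6 dark libraries taken alone. The smallest margin was that of *bchI* in the shallow aerobic dark replicate 3, at 7.30 against a median of 7.12. The choice that moved the count most was the gene list: among all 38 genes of the span from GEMMAAP_RS06465 to GEMMAAP_RS06645, 36 lay above the median at 21% O_2_ and 37 at 10% O_2_. The genes below it were *bchO* (GEMMAAP_RS06605) in both groups and the serine/threonine protein kinase gene GEMMAAP_RS06560 at 21% O_2_.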

Further, one set of bottles was exposed to light intensity of 100 µmol photon m^−2^ s^−1^ while the control set was kept in the dark. Samples were taken before and 2 and 8 hours after the shift to light. We considered only genes with a fold change (FC) >2 and *P*-value <0.05 to be differentially expressed. To identify the influence of light, we first compared the dark–light transitions for both oxygen concentrations separately (Fig. S1; Table S1). 

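With DEGs counted over both time points, illumination changed 34 of 3905 tested genes under semiaerobic conditions (14 higher and 20 lower) and 40 under aerobic conditions (12 higher and 28 lower). At 10% O_2_ there were 19 DEGs after 2 h and 17 after 8 h. At 21% O_2_ there were 36 after 2 h and 12 after 8 h. Without the fold change threshold, 350 and 424 genes passed the FDR after 2 and 8 h at 10% O_2_, and 450 and 459 at 21% O_2_, so that most detectable changes were below 2-fold. The choice that lowered the counts most was the low-count filter. When 10 counts were required in every library, the 2101 genes left gave 19 DEGs at each oxygen concentration. The likelihood ratio test moved them the other way, to 42 at 10% O_2_ and 66 at 21% O_2_. DESeq2 gave 33 and 40, of which 30 and 34 were shared with the edgeR calls. Leaving out 1 library at a time gave between 32 and 37 DEGs at 10% O_2_ and between 35 and 49 at 21% O_2_. The strongest increases under both conditions were after 2 h in the neighboring genes GEMMAAP_RS01440, an alpha/beta fold hydrolase (positions 323946 to 324812), and GEMMAAP_RS01445, a response regulator (325001 to 325411). The log2 FC of GEMMAAP_RS01440 was 1.83 at 10% O_2_ (standard error [SE] 0.172, FDR 2.0e-07 by the edgeR quasi-likelihood test) and 1.91 at 21% O_2_ (SE 0.177, FDR 9.4e-08). For GEMMAAP_RS01445 it was 1.80 at 10% O_2_ (SE 0.187, edgeR FDR 1.1e-06), with an edgeR FDR of 2.8e-07 at 21% O_2_. Among the strongest decreases after 2 h at 21% O_2_ were GEMMAAP_RS12160, with a log2 FC of −1.52 (SE 0.243, edgeR FDR 0.000155), and GEMMAAP_RS12150, with −1.35 (SE 0.187, edgeR FDR 2.7e-05). At 10% O_2_ they changed by −1.17 and −1.36. In each of these comparisons the 3 libraries in light lay all above or all below the 3 dark libraries. The genes were picked among DEGs with such a separation in the contrast of their largest change, so that it adds no support there.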

The response to illumination was similarly weak with only 35 and 41 differentially expressed genes (DEGs) under semiaerobic and aerobic conditions, respectively. Only the *puf* genes showed temporary weak repression upon light under both conditions alike. 

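The *puf* genes lie on the minus strand of the chromosome: *pufC* (reaction center cytochrome c subunit, positions 1583865 to 1584920), *pufM* (1584959 to 1586062), *pufL* (1586075 to 1586899), and the light-harvesting genes *pufA* (1587069 to 1587284) and *pufB* (1587486 to 1587620). All 5 were lower after 2 h in light at both oxygen concentrations, with edgeR FDR values of at most 0.00503. *pufA* changed most, with a log2 FC of −1.48 at 10% O_2_ (SE 0.134, edgeR FDR 2.0e-07) and −1.34 at 21% O_2_ (SE 0.134, edgeR FDR 2.7e-07). At 10% O_2_ the others changed by −0.67 (*pufC*), −0.84 (*pufM*), −0.52 (*pufL*), and −0.81 (*pufB*), so that only *pufA* passed the fold change threshold. At 21% O_2_ they changed by −1.23, −1.23, −1.08, and −0.87 in the same order, and 4 of 5 passed it. After 8 h, all 5 were above their level in the dark. The log2 FC was 1.31 for *pufC* (SE 0.123, edgeR FDR 1.1e-07), 1.12 for *pufM*, 1.22 for *pufL*, 0.61 for *pufA*, and 1.05 for *pufB* at 10% O_2_, where 4 genes were DEGs. At 21% O_2_ it was 0.74, 0.70, 0.68, 0.58, and 0.87, below the fold change threshold but past the FDR, the largest value of which was 0.00511 by the edgeR test. The interaction test called 0 of the 5 genes different between the oxygen concentrations by edgeR, while 3 were at an unadjusted p below 0.05 at each time point. DESeq2 also called 0, but gave no adjusted p for 3180 of all tested genes in the 8 h interaction. *pufC* had the largest interaction, 0.58 at 8 h (SE 0.171, edgeR FDR 0.352). Single libraries decided a few calls near the threshold. For *pufB* at 21% O_2_, the 2 h change was −1.11 without aerobic dark replicate 3 and −1.01 without aerobic 2 h light replicate 1, and the 8 h change was 1.07 without aerobic dark replicate 2. At 10% O_2_ the 8 h change of *pufB* was 0.99 without semiaerobic dark replicate 2, and that of *pufM* was 0.99 without semiaerobic 8 h light replicate 3. The FDR of *pufL* after 2 h at 10% O_2_ rose to 0.0725 (edgeR) without semiaerobic dark replicate 3.

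**Figure D1:**
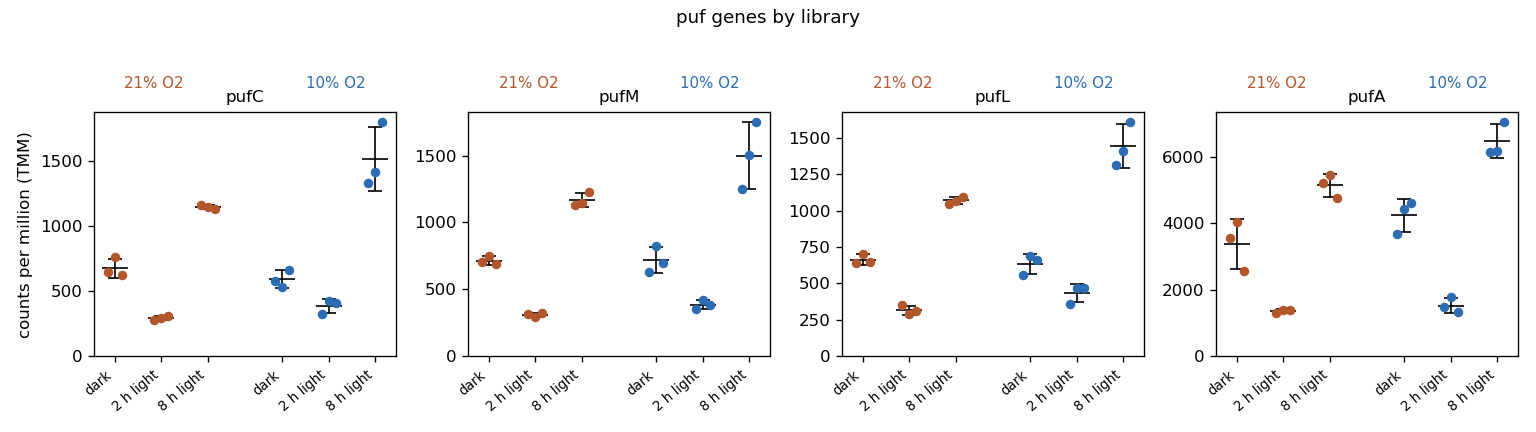
TMM-normalized CPM (vertical axes, linear) of *pufC*, *pufM*, *pufL*, and *pufA* in the dark and after 2 and 8 h of light at 21% O_2_ (brown) and 10% O_2_ (blue). Points are libraries, and the lines are the mean ± SD of 3 libraries per group. The mean of *pufC* went from 677 to 292 and 1148 at 21% O_2_, and from 591 to 383 and 1516 at 10% O_2_.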

The same was seen for the *hemEFG* genes, coding for the biosynthesis of the BChl-precursor protoporphyrin IX. 

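*hemG* (positions 1551743 to 1553215), *hemF* (1553219 to 1554208), and *hemE* (1554211 to 1555305) are adjacent genes on the minus strand. *hemG* fell at 2 h by a log2 FC of −1.30 at 10% O_2_ (SE 0.119, FDR 2.0e-07 by the edgeR quasi-likelihood test) and −1.34 at 21% O_2_ (SE 0.119, edgeR FDR 6.9e-08). *hemE* changed by −0.84 (SE 0.116, edgeR FDR 4.6e-05) and −1.38 (SE 0.119, edgeR FDR 6.9e-08). The interaction of *hemE* at 2 h was 0.55 (SE 0.167, edgeR FDR 0.611), so that a difference between the oxygen concentrations was not detected after adjustment over all genes. Its unadjusted p in the edgeR test was 0.00331. For *hemF* the change at 2 h was −0.99 (SE 0.153, edgeR FDR 0.000138) and −1.25 (SE 0.154, edgeR FDR 6.5e-06). At 10% O_2_ *hemF* lay at the fold change threshold and passed it in 7 of 11 other settings. It also passed it without semiaerobic dark replicate 1 (−1.11), dark replicate 2 (edgeR FDR 0.000144), or 2 h light replicate 2 (−1.26). The change was smallest without semiaerobic dark replicate 3 (−0.83), where it stayed below the threshold. After 8 h none of the 3 genes differed from the dark in this test at either oxygen concentration. *hemG*, *hemF*, and *hemE* were then at log2 FCs of −0.10, 0.01, and 0.02 under semiaerobic and −0.21, −0.18, and −0.20 under aerobic conditions, and the smallest edgeR FDR was 0.253. The unadjusted p of the same test was 0.0849 or more, and DESeq2 gave no call for them. In CPM, *hemE* under aerobic conditions went from 367 ± 3.69 (SD, n = 3) in the dark to 142 ± 20.8 at 2 h and 318 ± 22.8 at 8 h.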

The only notable difference between both time series was the 12-fold downregulation of ferrochelatase *hemH* after 8 hours in light only at 10% O_2_. This enzyme represents the branching point into heme biosynthesis.

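*hemH* (GEMMAAP_RS14705, positions 3475734 to 3476942, minus strand) was 7.99-fold lower after 8 h in light than in the dark at 10% O_2_, a log2 FC of −3.00 (SE 0.140, FDR 8.9e-14 by the edgeR quasi-likelihood test). At 21% O_2_ its log2 FC was −0.82 (SE 0.126, edgeR FDR 0.000201), below the fold change threshold. The interaction at 8 h was −2.18 (SE 0.188, edgeR FDR 5.4e-08). The 3 semiaerobic libraries after 8 h held between 45.7 and 58.0 CPM of *hemH*, and the lowest of the other 15 libraries held 249. Leaving out 1 library at a time kept the interaction between −2.28 and −2.09. Tested in this way, 5 genes responded differently to light at 10% and 21% O_2_, 1 of them at 2 h and 4 at 8 h. Next to *hemH*, GEMMAAP_RS14700 (3474553 to 3475689) fell 12.7-fold after 8 h at 10% O_2_, a log2 FC of −3.67 (SE 0.122), against −0.81 (SE 0.105) at 21% O_2_. Its interaction was −2.86 (SE 0.162, edgeR FDR 1.5e-11). The TonB-dependent receptor gene GEMMAAP_RS07590 (1825925 to 1828099) had log2 FCs of −2.13 and −0.27 and an interaction of −1.85 (SE 0.172, edgeR FDR 1.6e-07), and the HmuY family protein gene beside it, GEMMAAP_RS07585 (1824799 to 1825911), log2 FCs of −1.72 and −0.54 and an interaction of −1.18 (SE 0.226, edgeR FDR 0.0238). At 2 h, GEMMAAP_RS13055 (3075925 to 3076839) rose only at 21% O_2_, with a log2 FC of 1.05 against −0.29 and an interaction of −1.33 (SE 0.235, edgeR FDR 0.0152). The count of 5 moved more than the counts of light DEGs. It was 3 at an FDR below 0.01, 22 at an unadjusted p below 0.05 with the same fold change threshold, 8 by the likelihood ratio test, and 6 by DESeq2. Among single libraries, it was 3 without aerobic dark replicate 2 or semiaerobic dark replicate 3 and 8 without semiaerobic dark replicate 1. GEMMAAP_RS13055 lost its call without aerobic dark replicate 2 (edgeR FDR 0.213), semiaerobic dark replicate 3 (0.456), aerobic 2 h light replicate 1 (0.0519) or 3 (0.0600), or semiaerobic 2 h light replicate 1 (0.0806) or 3 (0.0617). GEMMAAP_RS07585 lost it without aerobic dark replicate 1 (edgeR FDR 0.112) or 2 (0.284), semiaerobic dark replicate 3 (0.260), aerobic 8 h light replicate 1 (0.0758), 2 (0.0968) or 3 (0.0781), or semiaerobic 8 h light replicate 1 (0.0617) or 3 (0.0914).

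**Figure D2:**
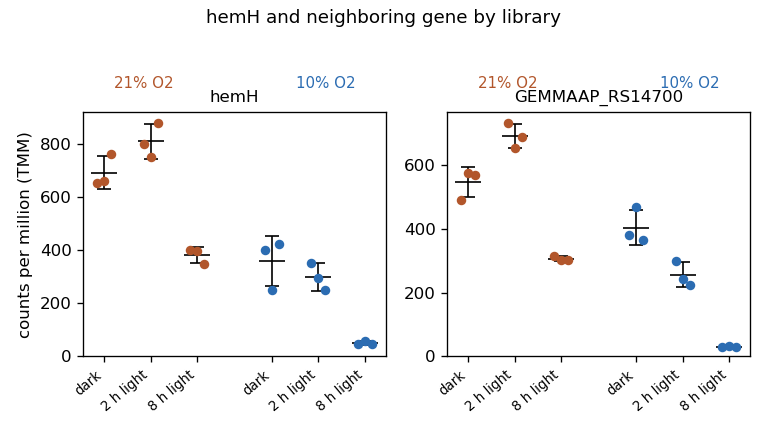
TMM-normalized CPM (vertical axes, linear) of *hemH* and the neighboring gene GEMMAAP_RS14700 in the dark and after 2 and 8 h of light at 21% O_2_ (brown) and 10% O_2_ (blue). Points are libraries, and the lines are the mean ± SD of 3 libraries per group. After 8 h at 10% O_2_ the means were 50.2 and 30.2, below every library of the other groups.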

To identify the influence of oxygen, we compared the gene expressions between cultures grown under semiaerobic and aerobic conditions according to the sampling points in the dark and light. We obtained 41 DEGs that were grouped into four clusters (Fig. 1C; Table S2). 

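Comparison of 10% with 21% O_2_ at the 3 sampling points gave 51 DEGs of 3905 tested genes, 25 higher and 26 lower at 10% O_2_ by their largest change. There were 24 in the dark, 46 after 2 h in light and 35 after 8 h, and 18 were DEGs at all 3 sampling points. The low-count filter moved the count most: requiring 10 counts in every library left 21 DEGs, 2 higher and 19 lower, and these were the 21 of the 51 DEGs that were still tested. DESeq2 gave 41, the likelihood ratio test 71, and an unadjusted p below 0.05 gave 68. Leaving out 1 library at a time gave between 47 and 58. Of the 51 DEGs, 23 were higher and 24 lower at 10% O_2_ at all 3 sampling points, and 4 changed sign between them. Hierarchical clustering of their log2 FCs by Euclidean distance, set to 4 groups, gave groups of 12, 13, 22, and 4 genes. The group of 12 was strongly higher at 10% O_2_, with median log2 FCs of 1.68 in the dark, 2.02 at 2 h, and 2.10 at 8 h. The group of 4 was lower mainly at 2 h, with medians of −0.23, −1.37, and −0.45 in the same order. The largest increase outside the cytochrome oxidase genes was that of GEMMAAP_RS04275, a YceI family protein (positions 1026922 to 1027539). Its log2 FC was 2.39 after 2 h in light (SE 0.356, FDR 6.9e-05 by the edgeR quasi-likelihood test). It was a low-expressed gene with 6.78 ± 5.85 CPM (SD, n = 3) at 21% O_2_ and 30.6 ± 7.04 CPM at 10% O_2_ at that point. In the dark its log2 FC was 2.09 (edgeR FDR 0.00488), but the FDR was 0.0752 without aerobic dark replicate 1 and 0.0593 when only the dark libraries were fitted.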

Cluster 1 was characterized by a consistently high expression clearly triggered by the lowered oxygen tension. It contained five genes coding for the cbb3 type cytochrome c oxidase with high affinity to O_2_, the oxygen-independent coproporphyrinogen III oxidase (*hemN*), universal stress protein, and a nitronate monooxygenase. 

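The cbb3 region holds 8 genes on the plus strand from *ccoN* (GEMMAAP_RS18415, start 4369293) to *ccoS* (GEMMAAP_RS18450, end 4377571), several of which overlap by a few bases, where a read was counted for both. *ccoN* had a log2 FC of 1.81 (10% against 21% O_2_) in the dark (SE 0.204, FDR 4.6e-06 by the edgeR quasi-likelihood test), 2.21 after 2 h in light (SE 0.166, edgeR FDR 1.6e-09), and 2.25 after 8 h (SE 0.157, edgeR FDR 2.5e-10). Its level in the dark was 43.5 ± 9.12 CPM (SD, n = 3) at 21% and 142 ± 8.45 CPM at 10% O_2_. In all 3 comparisons 7 of the 8 genes were DEGs, with log2 FCs between 1.11 and 2.72. *ccoS* was higher by 0.48, 0.99, and 0.76 and was no DEG. The calls in the dark rested partly on the light libraries through the shared estimate of the spread. When only the 6 dark libraries were fitted, *ccoN* kept its call and the 6 other DEGs of the region had edgeR FDR values between 0.0617 and 0.239, at log2 FCs of at least 1.05. Without aerobic dark replicate 1, GEMMAAP_RS18420 (edgeR FDR 0.0943) and GEMMAAP_RS18440 (0.0750) lost the call in the dark, and GEMMAAP_RS18445 fell below the fold change threshold (0.98). GEMMAAP_RS18420 also lost it without aerobic dark replicate 2 (0.0594) or semiaerobic dark replicate 3 (0.0682). *hemN* (GEMMAAP_RS19170, positions 4550961 to 4552325) had a log2 FC of 0.91 in the dark (SE 0.508, edgeR FDR 0.337; 0.33 without aerobic dark replicate 1 and 1.63 without replicate 2), 1.39 at 2 h (SE 0.420, edgeR FDR 0.0370), and 1.61 at 8 h (SE 0.351, edgeR FDR 0.00511). It was expressed at 3.29 ± 1.40 CPM at 21% and 9.42 ± 3.23 CPM at 10% O_2_ after 2 h. The call at 2 h was lost when aerobic 2 h light replicate 1 (edgeR FDR 0.121), 2 (0.0546) or 3 (0.112), or semiaerobic 2 h light replicate 2 (0.0576) or 3 (0.194) was left out. The nitronate monooxygenase gene matched by its product, GEMMAAP_RS07660, had log2 FCs of −0.10, −0.16, and −0.01 (edgeR FDR at least 0.630). Products were taken from the beginning of Table S1, of which 1997 genes were matched to the counts. They covered 16 of the 51 DEGs, and the universal stress protein was not analysed here.

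**Figure D3:**
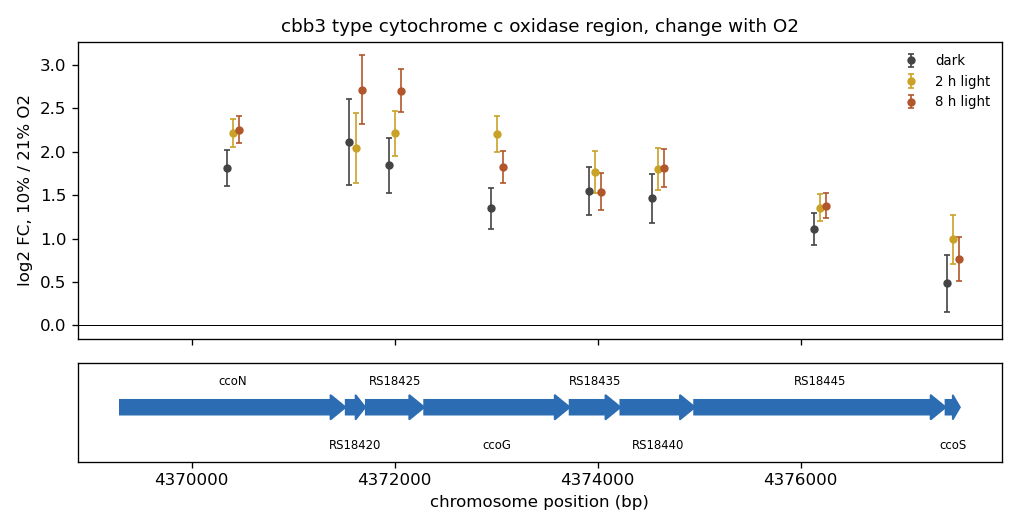
Upper panel: log2 FC (10% against 21% O_2_) of the 8 genes of the cbb3 type cytochrome *c* oxidase region against chromosome position in base pairs, in the dark, after 2 h and after 8 h of light, with bars of 1 standard error. Lower panel: the genes to scale, with arrows in the direction of transcription. All values lie above 0, and *ccoS* has the smallest ones.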

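A group of 13 of the 51 oxygen DEGs was higher at 10% O_2_ by less than the group of 12 that holds *ccoN*, and it included *hemN* and GEMMAAP_RS18445 of the cbb3 region. The median log2 FC of this group of 13 was 0.91 in the dark, 1.11 after 2 h in light, and 0.67 after 8 h. The values of single genes ranged from −0.22 to 2.03 in the dark, from 0.60 to 1.39 at 2 h, and from −0.18 to 1.61 at 8 h, and all 13 were higher at 10% O_2_ at 2 h. When the clustering was repeated with 1 library left out, *hemN* joined the group of *ccoN* in 5 of 18 cases: without aerobic dark replicate 2, aerobic 2 h light replicates 2 or 3, or semiaerobic 2 h light replicates 1 or 2. Over all 51 DEGs, 10 were called only after 2 h in light, 2 only in the dark, and 3 only after 8 h. A call at 1 sampling point only was not by itself a difference between sampling points: among the 51 DEGs, the edgeR interaction test called GEMMAAP_RS07585, GEMMAAP_RS07590, GEMMAAP_RS13055, GEMMAAP_RS14700, and *hemH*, and no gene of the group of 13.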

Cluster 2 contained genes with a weaker upregulation under semiaerobic conditions and different dynamics in the course of the transition from dark to light. Cluster 3 comprised already mentioned ferrochelatase (*hemH*) and a neighboring gene, which were both reduced under semiaerobic conditions in the dark. 

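In the dark, *hemH* was at 694 ± 61.9 CPM (SD, n = 3) at 21% O_2_ and at 359 ± 95.4 CPM at 10% O_2_, a log2 FC of −0.76 (SE 0.135, FDR 0.000979 by the edgeR quasi-likelihood test). GEMMAAP_RS14700 was at 547 ± 47.4 CPM and 404 ± 56.0 CPM, a log2 FC of −0.50 (SE 0.113, edgeR FDR 0.00944). Both changes were below the fold change threshold, and the 3 libraries at 10% O_2_ lay below the 3 at 21% O_2_ for each gene. With only the dark libraries fitted, the edgeR FDR was 0.115 for *hemH* and 0.453 for GEMMAAP_RS14700. For GEMMAAP_RS14700 it was 0.0816 without aerobic dark replicate 2, 0.0626 without semiaerobic dark replicate 1, and 0.0923 without semiaerobic dark replicate 3. In light, both genes were DEGs. The log2 FC (10% against 21% O_2_) of *hemH* was −1.44 at 2 h (SE 0.121, edgeR FDR 8.6e-09) and −2.94 at 8 h (SE 0.134, edgeR FDR 5.6e-14). That of GEMMAAP_RS14700 was −1.43 at 2 h (SE 0.0998, edgeR FDR 6.7e-10) and −3.35 at 8 h (SE 0.117, edgeR FDR 2.4e-16).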

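Of the 24 DEGs that were lower at 10% than at 21% O_2_ at all 3 sampling points, 6 were DEGs in each of them. In the clustering, 22 lower genes including *hemH* and GEMMAAP_RS14700 formed a group whose median log2 FC was −0.84 in the dark, −1.19 after 2 h in light, and −1.23 after 8 h. A product was at hand in Table S1 for 7 of the 24 genes, and 1 of these products named transport: the TonB-dependent receptor gene GEMMAAP_RS07590 had a log2 FC of −1.93 at 8 h (SE 0.116, FDR 1.3e-11 by the edgeR quasi-likelihood test) and differed little in the dark (−0.07). Products of the remaining genes were not analysed here. Genes near *hemH* were among them: GEMMAAP_RS14675, GEMMAAP_RS14680, GEMMAAP_RS14685, and GEMMAAP_RS14690, which were singled out after their values were seen, had log2 FCs between −1.49 and −0.79 at 8 h and between −0.29 and −0.14 in the dark, where none was called. The dark values rested on single libraries: without semiaerobic dark replicate 1 they were 0.12, 0.18, and 0.07 for GEMMAAP_RS14680, GEMMAAP_RS14685, and GEMMAAP_RS14690, and without semiaerobic dark replicate 3 that of GEMMAAP_RS14675 was −0.66 (edgeR FDR 0.0190). At 8 h, GEMMAAP_RS14675 was below the fold change threshold, and GEMMAAP_RS14680 was below it (−0.99) without semiaerobic 8 h light replicate 3.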

Finally, cluster 4 consisted of genes weakly downregulated under semiaerobic conditions. Of note were the high number of genes involved in transport as well as regulators and sensors. 

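None of the 23 annotated PGC genes was a DEG between 10% and 21% O_2_ in the dark, after 2 h or after 8 h of light by edgeR, and DESeq2 gave 0 as well. At an unadjusted p below 0.05 there were 6, 12, and 11 PGC genes at the 3 sampling points. Without the fold change threshold, 4, 7, and 4 of them passed the FDR of the edgeR quasi-likelihood test over all genes, and 4, 9, and 6 when adjusted over the list alone. The largest change of a single PGC gene was −0.74 in the dark (*bchY*), 0.67 at 2 h (*bchF*), and 0.43 at 8 h (*pufL*). As a set, tested with the rotation test fry of limma, a shift of the PGC genes in one direction was not detected in the dark (adjusted p = 0.146, Benjamini-Hochberg over 7 contrasts). Regardless of direction, fry gave an unadjusted value of 4.4e-09, and the 4 PGC genes past the FDR in the dark were all lower at 10% O_2_. The set's median log2 FC there was 0.03 while its mean was −0.06 and the test pointed down, with 10 of 23 genes lower. Without both shallow dark libraries, fry gave an unadjusted 0.0489 in the dark, also pointing down. For all 38 genes of the PGC span it gave 0.785, pointing up. In light the 23 genes were slightly higher at 10% O_2_, with a median log2 FC of 0.20 at 2 h (adjusted p = 0.00258 by fry of limma) and 0.20 at 8 h (adjusted p = 0.00131), and 5 of 23 genes lower at each time point. The choice that moved the tests in light most was the test itself. Camera of limma with a preset correlation between genes of 0.01 gave unadjusted values of 0.00477 and 0.000556 in light, and with the correlation estimated from the data 0.105 and 0.0516, so that the calls for the 23 genes in light hold under fry but not under an estimated correlation. For all 38 genes of the PGC span, camera with an estimated correlation gave 0.0173 and 0.0122.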

In accordance with the previous comparison (light vs dark), photosynthesis genes were not among DEGs in response to O_2_ concentration.

### Influence of light intensity and illumination regime on aerobic growth, BChl *a* synthesis, and photosynthesis

The second factor, which influences photosynthesis gene expression in almost all PS organisms, is light intensity. Therefore, we decided to first analyze the effect of light intensity on growth, BChl *a* synthesis, and PS activity. The aerobic cultures were grown at 0, 30, 80, 200, and 500 µmol photon m^−2^ s^−1^ delivered either continuously or using a 12-hour light–12-hour dark regime. During 10 days of cultivation, compared to controls grown in the dark, light intensities of 30 and 80 µmol photon m^−2^ s^−1^ enhanced the growth of *G. phototrophica* (Fig. 2). This positive effect was more pronounced under continuous illumination (Fig. 2, lower panel). However, at the highest light intensity of 500 µmol photon m^−2^ s^−1^, the growth was significantly hindered or completely arrested under both illumination regimes. To monitor BChl *a* biosynthesis, time series of samples from days 5, 7, 9, and 10 were taken and analyzed, and an average BChl *a* per protein (w:w) ratio for each light intensity and both illumination regimes was calculated (Fig. 2, insets). Under both illumination regimes, the highest average BChl *a* per protein (w:w) ratio was documented in cultures grown at a light intensity of 30 µmol photon m^−2^ s^−1^. At higher light intensities, BChl *a* production was reduced. Cultures grown at the highest light intensity (500 µmol photon m^−2^ s^−1^) under a 12-hour dark–12-hour light regime had approx. 3.7 times lower pigmentation when compared to cultures grown in the dark (7.70 ± 2.71 × 10^−4^ vs 2.85 ± 0.35 × 10^−3^ BChl *a* per protein, w:w, respectively) (Fig. 2, upper panel, inset). Due to the detrimental effect of high light, we were not able to detect any BChl *a* in cultures incubated at the highest light intensity under continuous illumination (Fig. 2, lower panel, inset).

**Fig 2:**
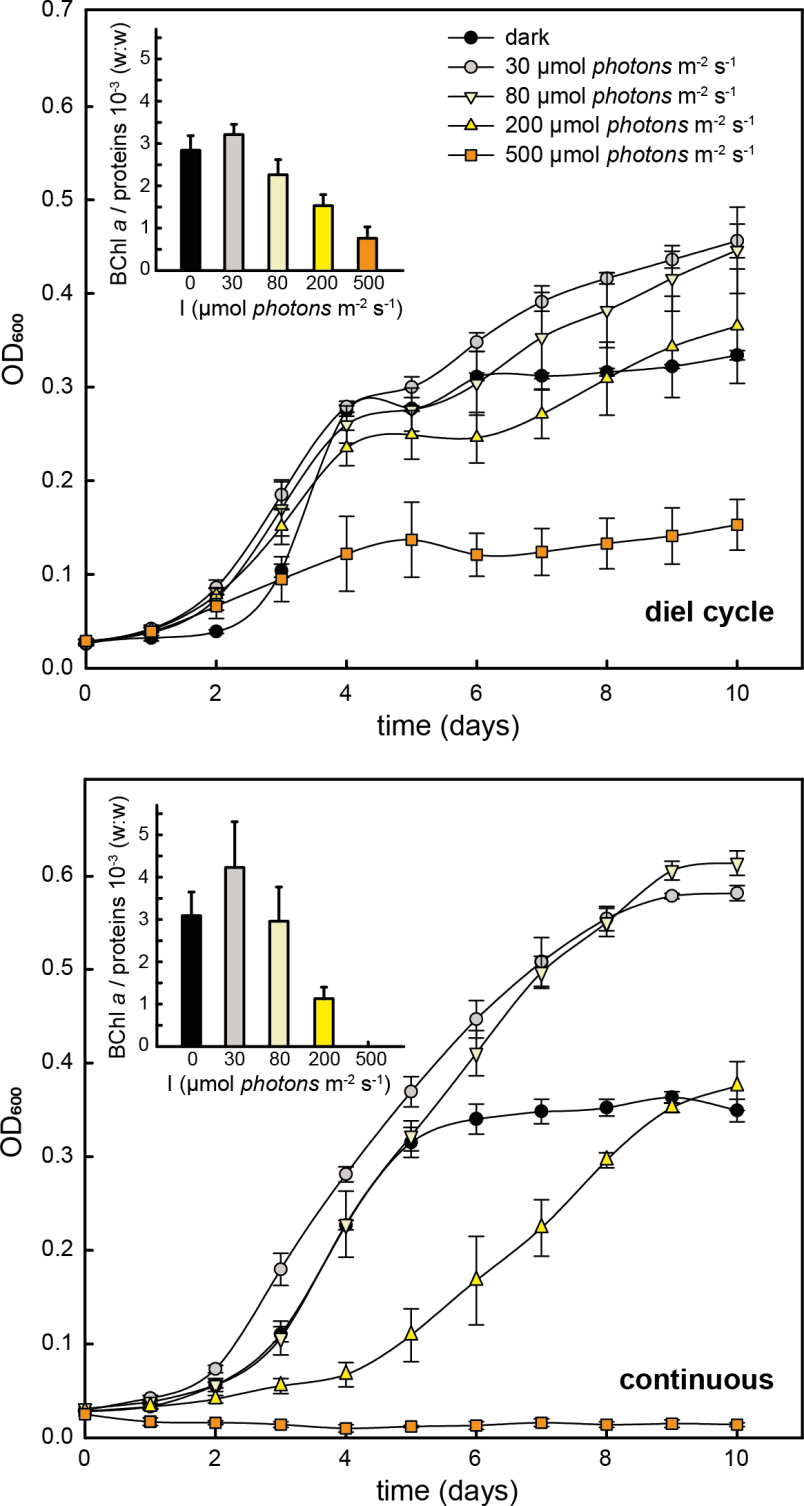
Cultivation under different light intensities and illumination regimes. Cells were grown photoheterotrophically under aerobic (21% O_2_) conditions. Upper panel: 12-hour dark–12-hour light regime. Lower panel: continuous illumination. The mean values and standard deviations from three parallel biological replicates for different light intensities (defined in the graphical legend) are shown. (Insets) BChl *a* per protein ratio. For each light intensity (**I**), the mean value calculated as an average of days 5, 7, 9, and 10 is shown.

Cultures grown at continuous light adapted their PS apparatus in response to light intensity (Fig. S2). The yield of primary photochemical reactions estimated from BChl fluorescence parameter *F*_V_/*F*_M_ was only slightly although significantly higher (Student’s *t*-test, *P*-value =0.002) in cells grown in the light irrespective of its intensity *F*_V_/*F*_M_ = 0.68 ± 0.01, in comparison with the dark-adapted cells *F*_V_/*F*_M_ = 0.65 ± 0.02. The PS electron transfer approximated by the reopening rate of the reaction center with two rings of light-harvesting antennae, *k*_re-open_, responded non-linearly to the increasing light intensity in a similar way to that reported in *Dinoroseobacter shibae* (32). The functional antenna cross-section of the reaction center with two rings of light-harvesting antennae, σ_RC-dLH_, decreased from 79 Å in dark-adapted cells to 66 Å in the cells grown at 500 µmol photon m^−2^ s^−1^. No connectivity of the reaction center with two rings of light-harvesting antennae, *J*_con_, was observed.

### Transcriptome response following illumination with different light intensities under aerobic conditions

As there was only minimal effect at low light intensity, we decided to investigate the gene expression also at a higher light intensity of 200 µmol photon m^−2^ s^−1^. This intensity was chosen based on previous experiments (see Fig. 2) as suboptimal, but not strongly damaging. The cultures were grown aerobically in the dark until the mid-exponential phase and then illuminated for 8 hours with light intensities of 100 or 200 µmol photon m^−2^ s^−1^. Thus, cultures were compared under conditions with and without a reduction in pigment content and reduced growth, respectively. For control of the growth effect on gene expression in light-exposed samples, we used control samples kept in the dark. For the whole data set, we obtained 128 DEGs that were grouped into four main clusters with several subclusters (Fig. 3A; Table S3).

**Fig 3:**
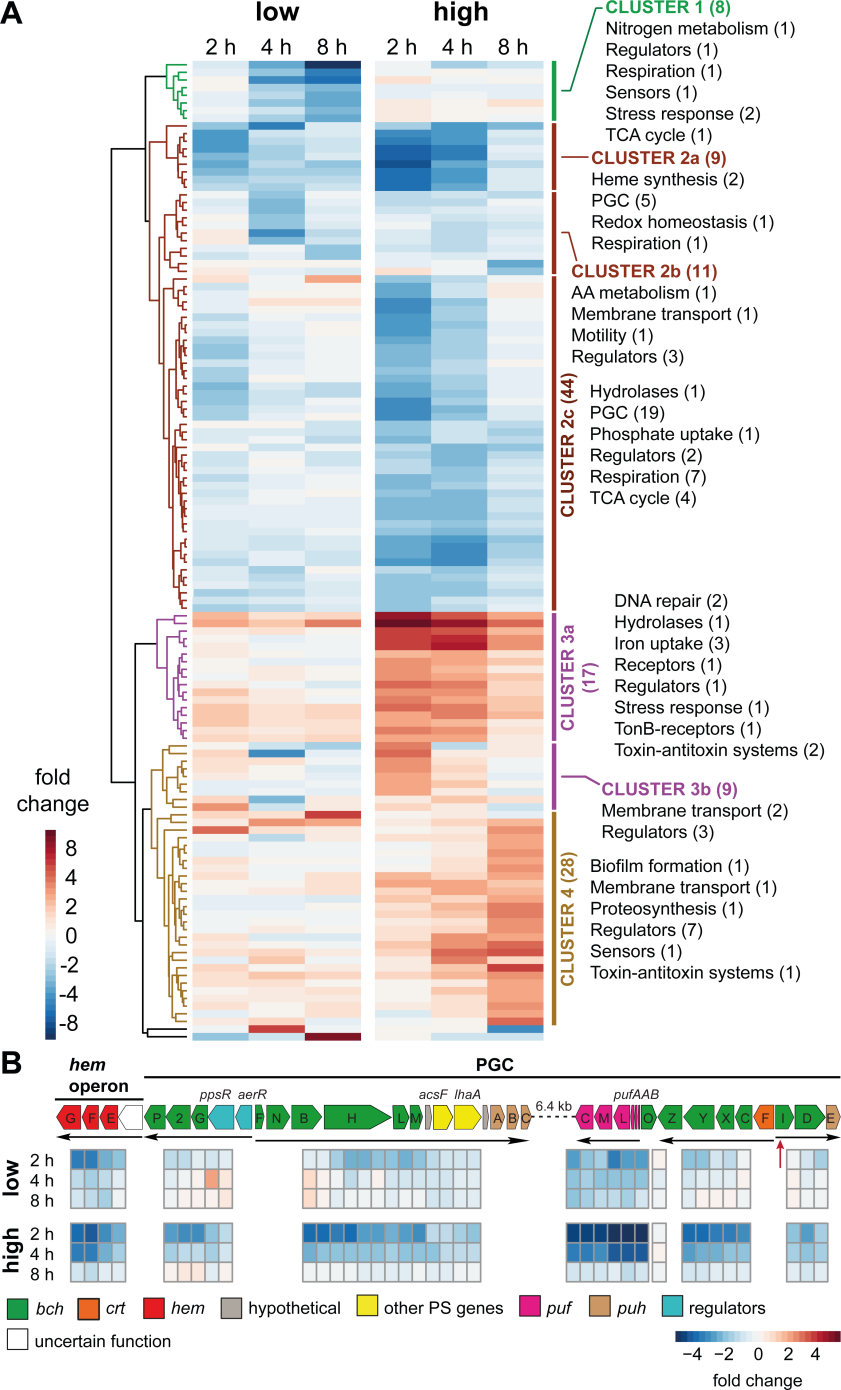
Transcriptional response to the dark-to-light shift under aerobic conditions. (**A**) Heatmap visualizations of the difference in FCs of DEGs between dark-adapted cells illuminated with low (100 µmol photon m^−2^ s^−1^) or high (200 µmol photon m^−2^ s^−1^) light intensity. Samples were taken at 2, 4, and 8 hours after the shift to light. For normalization, samples kept in the dark were used. DEGs are clustered into four main clusters (Clusters 1–4) marked by vertical bars. Groups of genes with common functions are shown. Numbers in brackets show the number of genes represented in each gene cluster/group. Hypothetical proteins and proteins with domains of unknown function are not shown. Cut-off values used for the analysis: *P*-value =0.05; FC > 2. (**B**) Expression dynamics of PGC and the adjacent *hem* operon. Genes are colored based on their function. *bch* (green), bacteriochlorophyll biosynthesis genes; *crt* (orange), carotenoid biosynthesis genes; *hem* (red), heme biosynthesis genes; gray, genes coding for hypothetical proteins; *puf* (pink), genes encoding reaction center proteins; *puh* (brown), genes encoding reaction center assembly proteins; blue, regulatory genes; yellow, other PS genes; white, genes with uncertain function. Arrows mark involved operons. The putative binding site for PpsR is marked in red. No cut-off values were used for the analysis.

Under low light, the vast majority of the selected genes were not differentially expressed. The few exceptions were almost exclusively downregulated. DEGs in cluster 1 strongly decreased in expression under prolonged illumination. The strongest repression of approx. 10-fold was detected for a *Ycel* family protein and a 2-oxoacid:acceptor oxidoreductase family protein. *Ycel* family proteins are often associated with stress response, DNA repair, and environmental adaptation. The 2-oxoacid:acceptor oxidoreductase family is a group of enzymes that catalyze the transfer of electrons from 2-oxoacids (alpha-keto acids) to acceptor molecules. Subcluster 2a contained some genes of the PGC, *hemF*, and *hemG* that showed transient repression and de-repression during the first 4 hours in the light. Cluster 2b showed a transient downregulation only 4 hours after illumination. Only few solitary DEGs were more than fourfold upregulated under low light intensity, including those coding for a carboxypeptidase-like regulatory domain-containing protein, 4 hours, a phosphate ABC transporter permease subunit (*pstC*), and a PEP-CTERM sorting domain-containing protein 8 hours after the shift to light. Carboxypeptidases are enzymes that cleave amino acids from the C-terminus of proteins or peptides. Phosphate ABC transporters facilitate the uptake of phosphate from the external environment into the cell. Proteins containing the PEP-CTERM domain are often involved in biofilm formation in environmental bacteria associated with aquatic sediments and soils (33).

Higher light intensity had a stronger effect also on gene expression (Fig. 3A). Only genes in cluster 1 and subcluster 2b were very weakly regulated. Two hours after the shift to light, more than half (55%) of DEGs, in subclusters 2a and 2c, were transiently repressed with a gradual de-repression during the following 6 hours. Among the most downregulated genes was a gene coding for an enzyme (*bshB1*; EC: 3.5.1.-) crucial for bacillithiol biosynthesis, a cytochrome *c* oxidase, a 2-oxoacid:acceptor oxidoreductase (EC: 1.2.7.3, 1.2.7.11), and genes for beta and delta subunits of a formate dehydrogenase (EC: 1.17.1.9). In bacterial cells, bacillithiol helps to maintain redox homeostasis (34). Formate dehydrogenases are enzymes that catalyze the oxidation of formate to CO_2_ while providing electrons for the respiratory chain. Most prominent among these transiently downregulated genes was the PGC (Fig. 3B). The strongest repression showed the operon coding for structural proteins. Similar, although weaker, repression patterns showed four operons with genes for BChl *a* synthesis. Other moderately downregulated photosynthesis genes were *acsF* and *lhaA*. The genes coding for the regulators *ppsR* and *ppaA* did not change in expression. The *hemEFG* operon, located next to the PGC, was also strongly downregulated.

DEGs in clusters 3 and 4 increased in expression, but with different temporal dynamics (Fig. 3A): subcluster 3a was upregulated during the first 4 hours of illumination. It contained genes coding for the DNA photolyase, stress response, a TonB-dependent iron uptake system, and an alpha/beta fold hydrolase with a response regulator in one operon. The latter two genes showed the highest induction, up to 8.5-fold. Alpha/beta fold hydrolases are a broad class of enzymes associated with diverse physiological roles, including detoxification processes, maintenance of homeostasis, and signal transduction, but their role under these conditions is unclear. Subcluster 3b contained DEGs activated only transiently 2 hours after the shift to light. Genes in cluster 4 showed a gradual up to fivefold activation during the progression from dark to 8 hours of illumination. Approximately 25% of DEGs in this cluster were annotated as transcription factors or regulators.

## DISCUSSION

HGT represents one of the main mechanisms by which bacteria acquire new genes. However, it represents only the first step as the permanent integration of the newly acquired genes into the host cellular machinery requires functional and regulatory adaptation (35). The PGC synteny as well as phylogenetic evidence suggests that phototrophic *Gemmatimonadota* acquired their PGC horizontally from a purple bacterial ancestor (3, 36).

Phototrophic organisms have evolved various adaptation mechanisms that maintain the balance between light energy input and metabolic needs on the output. Anoxygenic phototrophs usually control their pigmentation—they produce more pigments under lower light and reduce pigmentation under higher light conditions. In anoxygenic phototrophs, this step is regulated already on the transcription level. Purple non-sulfur bacteria downregulate the expression of their photosynthesis genes in the presence of oxygen (37). In contrast, *G. phototrophica* grew and produced pigments under semiaerobic as well as aerobic conditions (Fig. 1A). Also, its PGC expression was not affected despite the presence of *ppsR* and *ppaA* genes (Fig. 1B). 

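*ppsR* (GEMMAAP_RS06480, positions 1560584 to 1562017, minus strand) was at 517 ± 26.5 CPM (SD, n = 3) in the dark at 21% O_2_ and at 593 ± 96.2 CPM at 10% O_2_, a log2 FC of 0.12 (SE 0.107, FDR 0.613 by the edgeR quasi-likelihood test). It was 0.23 after 2 h in light (SE 0.0954, edgeR FDR 0.135) and 0.31 after 8 h (SE 0.0918, edgeR FDR 0.0436). The gene next to it, GEMMAAP_RS06485 (1561995 to 1562870), is listed as a cobalamin-dependent protein, and no gene in the lists used here carries the symbol *ppaA*. Its log2 FC was 0.31 in the dark (SE 0.102, edgeR FDR 0.0760), 0.49 at 2 h (SE 0.0912, edgeR FDR 0.00103), and 0.40 at 8 h (SE 0.0884, edgeR FDR 0.00603). Neither gene was a DEG. The ends of the genes overlap by a few bases, and reads there were counted for both. The FDR of *ppsR* at 8 h lay near the threshold. Leaving out any 1 of the 6 libraries compared put it between 0.0771 and 0.156 (edgeR), while the log2 FC stayed between 0.29 and 0.34. These libraries were aerobic and semiaerobic 8 h light replicates 1, 2, and 3. With all features tested the FDR was 0.0826. The paper sets the expression of the PGC in Fig. 1B against purple non-sulfur bacteria, which lower the expression of their photosynthesis genes in the presence of oxygen, and states that oxygen did not affect it despite the presence of both regulator genes.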

The only found change was the activation of the cbb_3_ cytochrome *c* oxidase with high oxygen affinity (37, 38) and the downregulation of ferrochelatase under semiaerobic conditions. 

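Of the 51 oxygen DEGs, 7 belong to the cbb3 region and 2 are *hemH* and its neighbor, which leaves 42 others. Of all 51, 12 were at least 2-fold higher and 6 at least 2-fold lower at 10% O_2_, with an FDR below 0.05 by the edgeR quasi-likelihood test, at each of the 3 sampling points. The group of strongest increases held 6 genes of the cbb3 region and 6 genes elsewhere on the chromosome. These were GEMMAAP_RS04275, GEMMAAP_RS04280, GEMMAAP_RS16575, GEMMAAP_RS16620, GEMMAAP_RS16625, and GEMMAAP_RS19235, of which all but GEMMAAP_RS04275 were named after their values were seen. Their log2 FCs after 8 h in light lay between 1.78 and 2.36, and in the dark between 1.26 and 2.09, where GEMMAAP_RS16620 was not called.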

Ferrochelatase represents a key branching point between heme and BChl biosynthesis, and it was proposed to balance the flow of intermediates between these important pathways in *Cereibacter sphaeroides* (39).

In the presence of oxygen, most AAP bacteria perform pigment biosynthesis only in the dark as their PGC is repressed by light (15, 16, 18, 40). In contrast, *G. phototrophica* remains fully pigmented even when grown under continuous low light on agar plates (6) or in liquid cultures (Fig. 2, lower panel, inset). In our experiments, we observed transcriptional downregulation of the PGC at higher light intensities, but it was only transient and recovered after 8 hours (Fig. 3B). Thus, the permanent repression mechanism as previously characterized for proteobacterial AAP bacteria (15, 16, 40, 41) was not observed. The ability to synthesize BChl under aerobic conditions and light resembles the recently described phototrophic bacterium *Sediminicoccus rosea* isolated from Iceland (42). A comparison of the expression of photosynthetic gene *pufM* and regulator *ppsR* revealed distinct patterns for different AAPs (Fig. 4). In marine *D. shibae* and freshwater *Sphingomonas alpina*, *pufM* is strongly repressed while *ppsR* is constitutively expressed. In *D. shibae,* illumination induces blocking by the transcriptional repressor through the release of PpsR-bound proteins LdaP and PpaA, resulting in the downregulation of its target genes (43). In both *G. phototrophica* and *S. rosea,* the PGC genes are transiently repressed, but to a dramatically different extent (2-fold vs 32-fold). In *S. rosea,* the expression of *ppsR* (and antirepressor gene *ppaA*) followed the same pattern and intensity as genes supposedly regulated by the PpsR-PpaA system (42). An auto-regulatory reduction of the repressor concentration could explain the transient repression of the targets. On the contrary, in *G. phototrophica,* the expression of *ppsR* did not change in response to light, suggesting a different mechanism controlling the transient repression of the PGC. Moreover, we identified only one binding site for PpsR inside the PGC, at the beginning of the *bchID-puhE* operon (Fig. 3B).

**Fig 4:**
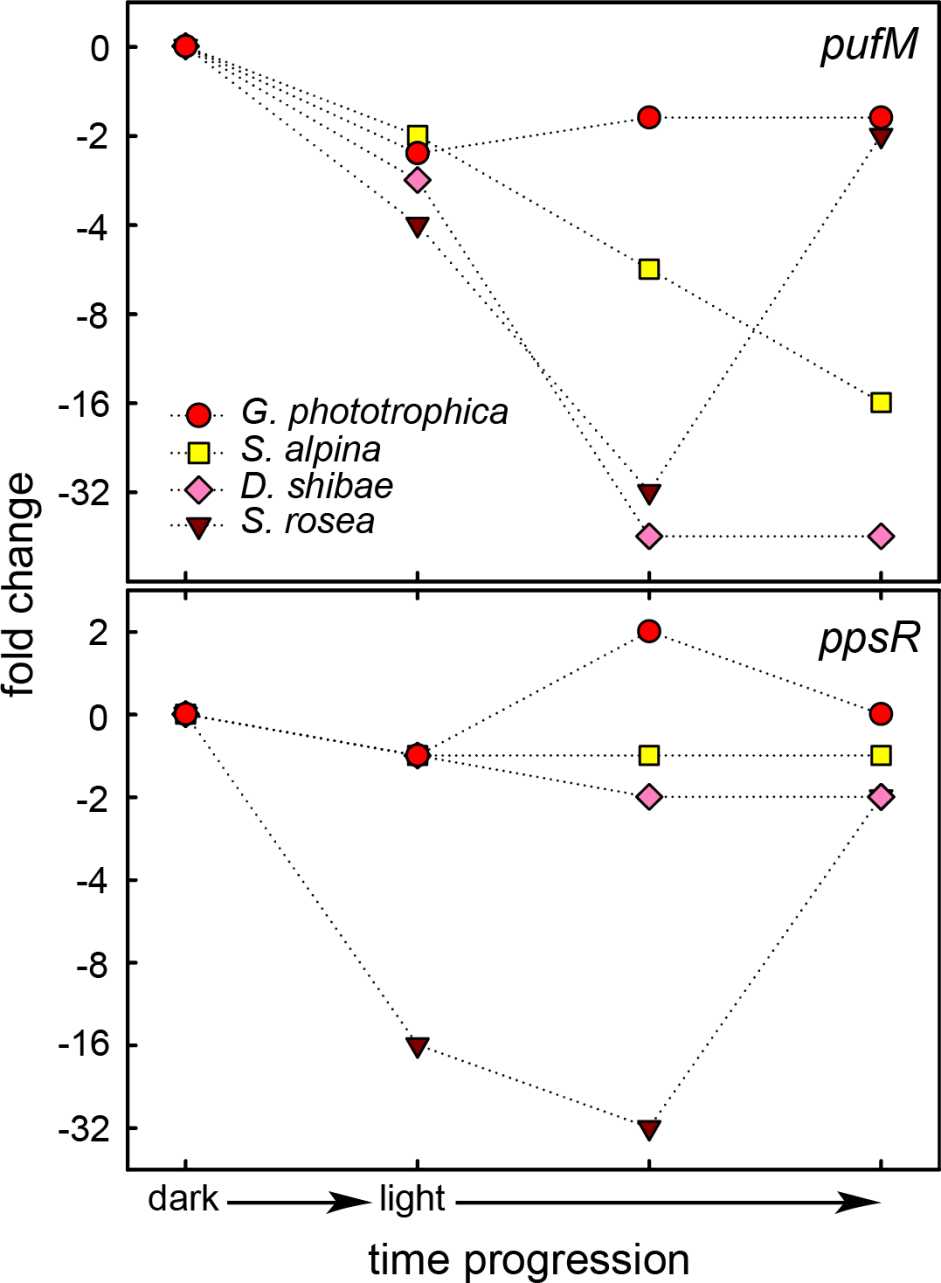
Comparison of temporal expression patterns of *pufM* and *ppsR* genes in different AAP bacteria. Fold changes as recorded during the dark-to-light shift in *G. phototrophica* AP64 (this study), *Sediminicoccus rosea* KRV36 (42), *Sphingomonas glacialis* AAP5 (16), and *Dinoroseobacter shibae* DFL12 (40).

Besides the regulation of the PS apparatus, other light adaptation mechanisms exist. One of the most important is protection against ROS to prevent oxidative damage (12–14). In *G. phototrophica,* the ROS defense includes catalase, glutathione and glutathione peroxidase, superoxide dismutase [Mn], and thioredoxin and thioredoxin reductase. Similar to *S. rosea* (42), the genes coding for these enzymes were constitutively transcribed without significant changes under any conditions tested. However, a certain stress response is observed after the transition to high light, namely, fast activation of two photolyases repairing damaged DNA (Fig. 5). 

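In the experiment with 10% and 21% O_2_, 10 genes were matched to these enzymes, 7 by their product and 3 by their symbol: superoxide dismutase (GEMMAAP_RS01485), glutathione peroxidase (GEMMAAP_RS05840), glutathione synthase (GEMMAAP_RS07560), *katG*, *trxB*, *trxC*, 2 genes annotated *trxA* (GEMMAAP_RS07230 and GEMMAAP_RS08235), and 2 thioredoxin domain proteins (GEMMAAP_RS04545 and GEMMAAP_RS05475). By edgeR, 0 of them were DEGs in the 4 light and 3 oxygen contrasts, and DESeq2 also gave 0. The largest absolute log2 FC was 0.50. At an unadjusted p below 0.05 in any of the 7 contrasts there were 7 genes. Without the fold change threshold, 3 passed the FDR over all genes and 4 when adjusted over the list alone. The 3 genes were *katG*, *trxA* (GEMMAAP_RS07230), and GEMMAAP_RS05475. *katG* was higher after 2 h in light by a log2 FC of 0.43 at 10% O_2_ (SE 0.100, FDR 0.00700 by the edgeR quasi-likelihood test) and 0.46 at 21% O_2_ (SE 0.101, edgeR FDR 0.00370). *trxA* (GEMMAAP_RS07230) was higher in all 4 light contrasts, by 0.41 to 0.46, with edgeR FDR values between 0.00778 and 0.0184. GEMMAAP_RS05475 was higher at 10% than at 21% O_2_ after 2 h in light by a log2 FC of 0.50 (SE 0.147, edgeR FDR 0.0340), and at 21% O_2_ it was higher after 8 h in light than in the dark by 0.48 (SE 0.151, edgeR FDR 0.0406). The FDR of these values below the fold change threshold was not stable when 1 library was left out, while their log2 FCs stayed at 0.32 or more. For *katG* the edgeR FDR was 0.0857 at 10% O_2_ without semiaerobic dark replicate 1 and 0.0670 at 21% O_2_ without aerobic dark replicate 1. For *trxA* at 10% O_2_ it was 0.0645 at 2 h and 0.0912 at 8 h without semiaerobic dark replicate 3, and 0.0585 at 8 h without 8 h light replicate 2. At 21% O_2_ it was 0.155 at 2 h and 0.0999 at 8 h without aerobic dark replicate 1. The 2 h value at 21% O_2_ was 0.0529 without dark replicate 2, 0.0730 without 2 h light replicate 2, and 0.0509 without 2 h light replicate 3, and the 8 h value was 0.0522 without 8 h light replicate 2. For GEMMAAP_RS05475, the edgeR FDR between oxygen concentrations was 0.192 without aerobic 2 h light replicate 1, 0.0620 without semiaerobic 2 h light replicate 2, and 0.209 without semiaerobic 2 h light replicate 3. After 8 h at 21% O_2_ it was 0.0615 and 0.201 without aerobic dark replicates 1 and 2, and 0.126 and 0.129 without 8 h light replicates 1 and 2.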

PS organisms also need to regulate the cellular metabolism that uses the harvested light energy to prevent any metabolic imbalance. Here, we observed that *G. phototrophica* downregulates the expression of its respiratory genes and genes of the TCA cycle (Fig. 5). On the other hand, proteosynthesis and proteolysis genes were gradually upregulated (Fig. 5), which may result in increased protein turnover.

**Fig 5:**
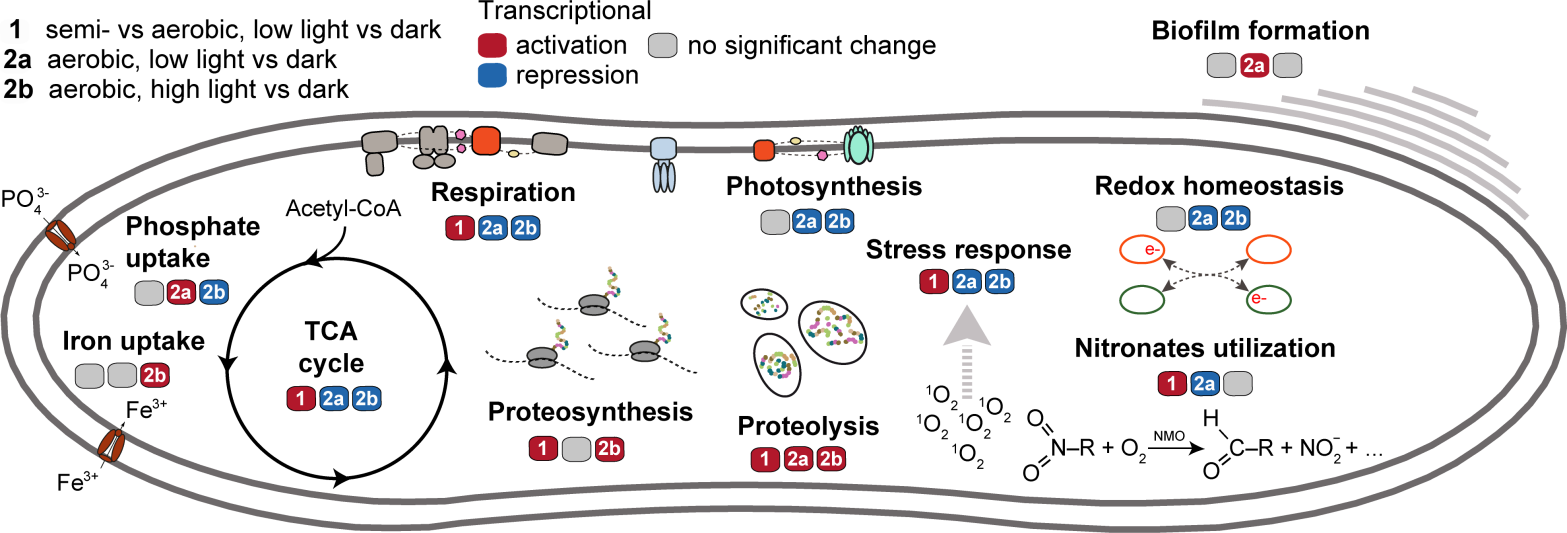
Response of selected metabolic processes after transition to light. The model of metabolic processes summarizes their temporal expression changes into trends listed as either transcriptional repression (blue), activation (red), or no significant change (gray) in transcription. For experimental conditions, see the legend in the left upper corner.

*G. phototrophica* acquired the PS apparatus via HGT from a purple bacterial ancestor (3). Later, it evolved a novel type of PS complex with a very large light-harvesting antenna (5), which allows an effective harvesting of energy under low light conditions. Here, we present evidence that the genetic control of the PGC was not transferred from the original host, and *G. phototrophica* has not evolved any specific regulation of its PS apparatus on its own. All these characteristics constrain its growth to low light as higher light intensities may cause cellular damage (see also Fig. 2). Thus, the physiology of *G. phototrophica* seems to lie between microaerophilic purple non-sulfur species and AAP bacteria, as discussed by Zeng et al. (36). This suggests that it may thrive in environments characterized by reduced oxygen and lower light. One such niche would be the hypolimnion in stratified freshwater lakes. Indeed, the common presence of photoheterotrophic *Gemmatimonadota* was found in metagenomes collected in the hypolimnia of five freshwater lakes in central Europe. Based on 16S rRNA gene frequency, this clade represented 0.1%–1% of all bacteria (44). Photoheterotrophic *Gemmatimonadota* may be also present in upper illuminated sediment layers as documented before in Lake Taihu, China (45).

## MATERIALS AND METHODS

### Cultivation and sampling

*G. phototrophica* AP64^T^ (=DSM 29774) was grown in an optimized liquid medium described earlier (27) at 25°C. The medium contained (L^−1^) 0.5 g yeast extract, 0.5 g peptone, 0.3 g pyruvate, 0.5 g glucose, 0.5 g soluble starch, 0.3 g K_2_HPO_4_, 20 mg CaCl_2_, 1 mL of modified SL8 trace metal solution (mL^−1^: 190 µg CoCl_2_·6H_2_O, 5.2 mg Na_2_-EDTA, 24 µg NiCl_2_·6H_2_O, 17 µg CuCl_2_·2H_2_O, 70 µg ZnCl_2_, 20.3 mg MgCl_2_, and 62 µg H_3_BO_3_), and 1 mL of vitamin solution (mL^−1^: 200 µg B1, 20 µg B3, 10 µg B7, and 10 µg B12); pH 7.3. Cultures for all experiments were grown in triplicates and monitored by turbidity measurements at 600 nm using the DEN-600 photometer (Biosan SIA, Latvia). At the beginning of each experiment, the inoculum (approx. OD_600_ = 0.2) was diluted in 100 mL of a fresh medium to approx. OD_600_ = 0.03. Aerobic (21% O_2_) cultures were grown in Erlenmeyer flasks on orbital shakers. Semiaerobic cultures were grown in closed glass flasks bubbled with a mixture of nitrogen and air containing 10% O_2_ (as well as approx. 200 ppm CO_2_). Heterotrophic growth in the dark was monitored for 9 days with sampling for pigment and protein assays every second day starting day 3. To check the oxygen preferences of the strain, cells were grown inside 1% agar in a glass tube. Illumination for the dark–light transition and light intensity experiments was provided by a bank of Dulux L 55W/865 luminescent tubes (Osram GmbH, Munich, Germany, spectral temperature of 6,500 K) and delivered either continuously or using a 12-hour light–12-hour dark regime. The light intensity gradient from 30 to 500 µmol photon m^−2^ s^−1^ was created by placing the cultures at various distances from the light source. The cultures were protected from the heat radiated by the lamp by a 30-mm-thick planar water filter. For each light intensity, samples for the pigment and protein assays were taken on days 5, 7, 9, and 10. Sampling for the dark-to-light switch was done 2 and 8 hours or 2, 4, and 8 hours after the shift to light. The control set was kept in the dark.

### Pigment and protein assays

The cells were collected by centrifugation (10,000 × *g* for 5 min); the pellet was gently resuspended in 40-µL water and then extracted with 1-mL acetone:methanol (7:2 vol:vol). The pigment extracts were analyzed using a high-performance liquid chromatography system Nexera LC-40 HPLC system (Shimadzu Inc., Tokyo, Japan) equipped with the heated (40°C) Phenomenex Luna 3µ C8(2) 100 Å and a diode-array UV–VIS detector as described earlier (41). Protein content was determined spectrophotometrically using a Lowry assay kit (Merck, Germany).

### RNA sequencing and transcriptome analysis

Biological triplicates were sampled. Cells were harvested by centrifugation. Pellets were resuspended in a 1-mL PGTX extraction solution (46) and immediately frozen in liquid nitrogen. RNA was extracted and processed as described earlier (41). Briefly, samples were incubated at 95°C for 5 min and immediately placed on ice for 10 min. After the addition of 800 mL chloroform, the extraction mix was centrifuged to promote phase separation. The aqueous phase was then retrieved and mixed with an equal volume of chloroform, centrifuged, and retrieved again. RNA was precipitated with isopropanol overnight at –20°C, recovered by centrifugation, washed with 70% ethanol, air-dried, and finally dissolved in an appropriate volume of sterile nuclease-free water. The RNeasy kit (Qiagen, the Netherlands) was used for purification according to the manufacturer’s manual. The first digestion of genomic DNA was performed on the column, using DNase I (Qiagen, the Netherlands) according to the manufacturer’s protocol. Total RNA was eluted in 88-mL RNase-free H_2_O, and the second DNase I digestion was made in solution, followed by a second RNeasy purification step, which included an additional washing step with 80% ethanol done before elution with 30-mL RNase-free water. Samples were tested for genomic DNA contamination by using RNA directly as a template for PCR. Possible contaminating DNA was removed using the TURBO DNA-free kit (Ambion) according to the manufacturer’s protocol. Libraries were generated according to Shishkin et al. (47) including rRNA removal with the RiboZero Kit (Illumina Inc., San Diego, CA, US). The library was sequenced on a NovaSeq 6000 (Illumina Inc., San Diego, CA, US) in the paired-end mode with 100 cycles in total using the FASTQ-mcf suite (https://github.com/ExpressionAnalysis/ea-utils, December 2021). The image analysis and base calling were performed using the Illumina pipeline v 1.8 (Illumina, San Diego, CA, USA). Raw reads were processed, and differential gene expression was assessed as described before (41). Low-quality bases (Phred score <30) and Illumina adapters were clipped. Briefly, quality-filtered reads were mapped to the AP64^T^ genome (NCBI GenBank accession GCF_000695095.2) using bowtie2 (48). FeatureCounts was used to assess the number of reads per gene (49). Low normalization and identification of significantly differentially regulated genes (false discovery rate <0.01 and absolute log_2_ FC >1) were performed with edgeR (50). The heatmap was generated with the package pheatmap. Hierarchical clustering based on the Euclidian distance of log_2_ FC data was used to cluster genes. Binding sites for PpsR were obtained from the Prodoric database (51).

### BChl fluorescence

The sampled cell suspension was diluted into 4 mL of fresh medium to 100-nM BChl *a* concentration. Following dark adaptation for 5 min, fluorescence induction was elicited by a single-turnover saturating flash length 50 μs, 0.33 mol photon m^−2^ s^−1^ delivered by an array of cyan 505 nm Luxeon Rebel diodes, and the kinetics were recorded using the FL-3000 fluorometer (Photon Systems Instruments Ltd., Czech Republic) at λ > 850 nm with a 100-ns resolution [for details, see Kaftan et al. (52)]. BChl *a* fluorescence decay following the single-turnover saturating flash was monitored by logarithmically spaced 1-μs flashlets.

## Supplementary Material

Reviewer comments

## Data Availability

RNA sequencing data are publicly available at the NCBI gene expression omnibus database under accession number GSE253349-GSE253351.

# Supplementary material for: Minimal transcriptional regulation of horizontally transferred photosynthesis genes in phototrophic bacterium Gemmatimonas phototrophica
**Source:** mSystems. 2024 Aug 27;9(9):e00706-24. doi: 10.1128/msystems.00706-24
**Supplement:** Legends — for Figures S1 and S2.

**Supplementary Figure Legends**

**Supplementary Figure S1 – Transcriptional response to light under different O_2_ concentrations.** Heatmap showing the fold changes after 2 and 8 h in light compared to the dark control for both O_2_ concentrations separately. 

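Across the 3905 tested genes, the log2 FCs after 2 h in light at 10% O_2_ and at 21% O_2_ had a Pearson correlation of 0.63 and a Spearman correlation of 0.60. After 8 h the values were 0.62 and 0.64. The semiaerobic and aerobic comparisons share no library, so that these correlations do not come from common dark samples, but genes are not independent replicates. Of the 55 genes that were light DEGs at 10% or 21% O_2_, 19 were DEGs at both. Of these, 16 were called at the same time point with the same sign, while *pufC*, *pufM*, and *pufL* were called lower after 2 h at 21% O_2_ and higher after 8 h at 10% O_2_. Of the 55, 48 changed in the same direction at both oxygen concentrations after 2 h, and 48 after 8 h. As a set, the 23 annotated PGC genes were lower after 2 h in light by the rotation test fry of limma, with a median log2 FC of −0.52 at 10% O_2_ (adjusted p = 4.3e-07, 22 genes lower) and −0.70 at 21% O_2_ (adjusted p = 4.3e-07, 23 genes lower). After 8 h they were higher, with medians of 0.40 (adjusted p = 2.9e-06 by fry of limma) and 0.23 (adjusted p = 0.000320). The adjustment was that of Benjamini-Hochberg over 7 contrasts, and with camera and an estimated correlation these tests also stayed below 0.05, the largest value being 0.0272. As DEGs, 2 and 4 PGC genes were called after 2 and 8 h at 10% O_2_, and 5 and 0 at 21% O_2_ by edgeR. For the count of 0, DESeq2 gave 0 as well and 11 genes were at an unadjusted p below 0.05.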

Selected genes, in particular from the PGC, are highlighted.

**Supplementary Figure S2 – The** **effect of light intensity on the activity of reaction center with two rings of light-harvesting antennae.** The yield of primary photochemical reactions, F_V_/F_M_ (A), the reopening rate of the reaction center with two rings of light-harvesting antennae, *k_re-open_* (B), and the functional antenna cross section, σ_RC-dLH_ (C) responded to the increasing light intensities during growth of *G*. *phototrophica* AP64^T^ cells.

How the deposited data were processed for this re-analysis (not part of the article)

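RNA of *Gemmatimonas phototrophica* AP64 was measured by RNA sequencing in 18 libraries, in 6 groups of 3. The groups were 10% or 21% O_2_ (20% in the sample labels for the latter), in the dark and after 2 and 8 h in light at 100 µmol photon m-2 s-1. Whether the sampling points share bottles is not given in the sources used here. The values are counts that the authors deposited without normalization. Before depositing the counts, the authors removed rRNA from the RNA, sequenced paired ends on a NovaSeq, clipped adapters and low-quality bases, mapped the reads with bowtie2 to the AP64 genome, and counted reads per gene with featureCounts. By the headers of the deposited files, the counting was stranded by the reverse read, took read pairs as fragments, included fragments that map to several places, and counted fragments over overlapping genes for each of them. Near-identical gene copies and the ends of overlapping genes therefore share counts. The bowtie2 version was not given in the sources used here.

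The files list 3970 features by locus tag: 3915 coding genes, 6 rRNA genes, 48 tRNA genes, and 1 tmRNA gene. Of the locus tags, 3926 matched the RefSeq gene list of assembly ASM69509v2 and 44 did not. A symbol was found for 618. Products came from the beginning of Table S1, which was used in part, so that most later genes are given without a product. Table S2 was also used in part, with 369 genes, and Table S3 was not used here. No overlap or enrichment test was run on these tables. Their log2 FCs differed from those computed here by at most 0.00591.

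All tests used R 4.3.3. Coding genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10), which left 3905 genes, and normalized by TMM. One quasi-likelihood model of the 6 groups was fitted without covariates, so that all groups share the estimate of the spread. The standard error (SE) is the absolute log2 FC divided by the square root of the F statistic. A DEG had an absolute log2 FC above 1 and a Benjamini-Hochberg FDR below 0.05. Light was compared with the dark at each oxygen concentration, 10% with 21% O_2_ at each sampling point, and the interaction compared the light responses. Counts of DEGs are over all contrasts of a family. Oxygen DEGs were clustered hierarchically by the Euclidean distance of their log2 FCs and divided into 4 groups. The log2 CPM values used a prior count of 2. Sets of genes were tested with fry of limma 3.58.1, with camera (preset correlation 0.01, or estimated) as alternatives. The PGC set comprised 23 genes whose product names a photosynthesis function. The set of enzymes against reactive oxygen species comprised 10 genes. A set of 18 genes for iron and heme uptake, by product and with TonB-dependent receptors of any substrate, was listed after results were seen.

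The samples, the tests of DEGs and of the PGC set, the gene rule, and the alternatives listed here were fixed before the data were examined. The fit without both shallow dark libraries, the uptake set, the clustering with each library left out, and the tests of explanations so marked in the closing section were chosen later. The genes named are those the paper names for this experiment and, for each of the 4 counts of DEGs, the 5 DEGs with the largest change whose groups do not overlap. Of the former, the universal stress protein and *ppaA* were not matched to a locus tag, so that neither was analysed under its name. The nitronate monooxygenase was matched by product only. The gene next to *ppsR*, GEMMAAP_RS06485, was analysed, but whether it is *ppaA* was not settled. The values of the parts of Tables S1 and S2 had been seen when this rule was written. Genes named outside it are given as chosen after their values were seen. Replicates of a group were compared by a chi-square over genes, and no pair differed by as little as sampling noise, since the chi-square per gene was at least 3.56. Alternatives were an FDR of 0.01, unadjusted p-values, RLE size factors, the likelihood ratio test, DESeq2 1.42.0, no low-count filter, at least 10 counts in every library, all features, the replicate number as a block, fits of only the groups compared, other PGC gene lists and summaries, and each library left out in turn. Other splits of the libraries (100 per count of DEGs, random seed 1) were fitted in the same way.

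The model was tested on simulated counts of 3 comparisons, with 200 changed genes each. Of the changed genes with an absolute log2 FC of at least 1.5, between 99.3% and 100% were called, with at most 1 false call. For a set of 20 genes shifted together in the simulation fry gave 1.3e-07, and for an unchanged set of 20 genes 0.0617. In the simulation all libraries had the same spread per gene, and genes were drawn independently. It therefore does not cover the larger spread of the shallow dark libraries or a correlation between the genes of a set.

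Depth differed between libraries. Total counts were between 6036560 and 23966720 in 16 libraries, 290755 in aerobic dark replicate 3, and 470399 in semiaerobic dark replicate 2. rRNA took a median of 71.3% of the counts. Coding genes at low expression were therefore measured with few counts in these 2 dark libraries, and contrasts with the dark are less precise for such genes. No batch or sequencing date was named in the sources used here. The paper describes a control set kept in the dark, but no dark sample per time point was labelled. When the dark libraries were sampled is not given in the sources used here, so that light and time in culture cannot be separated.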

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

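The tests of the shallow dark libraries, of a mislabelled library, and of iron uptake genes for *hemH*, both tests for the PGC interaction, and the comparison of labels between splits, were chosen only after the results were seen.

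The interaction between light and oxygen was past the threshold for 5 genes, and for all 5 the log2 FC in light was lower at 10% than at 21% O_2_. On the log2 scale it was −2.18 for *hemH*, −2.86 for GEMMAAP_RS14700, −1.85 for GEMMAAP_RS07590, and −1.18 for GEMMAAP_RS07585 at 8 h, and −1.33 for GEMMAAP_RS13055 at 2 h (edgeR quasi-likelihood, Benjamini-Hochberg FDR between 1.5e-11 and 0.0238). Of 100 splits of the libraries by oxygen within sampling points, 8 gave as many or more, the real one included, and the highest of the others gave 147. All 7 other splits exchanged the oxygen labels of unequal numbers of libraries between sampling points and also gave oxygen DEGs, so that the oxygen effect itself entered their interactions. Of the 15 other splits that exchanged equal numbers, none gave as many, but each of them mixed both oxygen concentrations in every group, which widens the spread. These splits therefore cannot decide about chance for the count. The calls of GEMMAAP_RS14700, *hemH*, and GEMMAAP_RS07590 were kept with each library of the contrast left out in turn, with an edgeR FDR of at most 2.6e-06. The call of GEMMAAP_RS13055 was lost without aerobic dark replicate 2 (FDR 0.213), semiaerobic dark replicate 3 (0.456), aerobic 2 h light replicate 1 (0.0519) or 3 (0.0600), or semiaerobic 2 h light replicate 1 (0.0806) or 3 (0.0617). That of GEMMAAP_RS07585 was lost without aerobic dark replicate 1 (FDR 0.112) or 2 (0.284), semiaerobic dark replicate 3 (0.260), aerobic 8 h light replicate 1 (0.0758), 2 (0.0968) or 3 (0.0781), or semiaerobic 8 h light replicate 1 (0.0617) or 3 (0.0914).

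For *hemH*, the shallow dark libraries are argued against as the cause, since without both of them the interaction was −2.28 (edgeR FDR 5.5e-10). A single mislabelled library is argued against as well, because the highest of the 3 semiaerobic libraries after 8 h held 58.0 CPM and the lowest of the 15 others 249. One hypothesis was a response of iron and heme uptake, since 2 of the 5 genes are annotated as a TonB-dependent receptor and an HmuY family protein. The other 18 genes annotated for uptake gave a fry value of 0.235 for the 8 h interaction, with a median of 0.06 on the log2 scale and 12 of 18 genes up. They lay between −0.39 and 0.36, and the lowest value less 2 SE was −1.23, so that a fall of the whole set by as much as *hemH* is argued against. Regardless of direction, fry gave 0.465, and the smallest unadjusted p of edgeR among them was above 0.05. The list took TonB-dependent receptors by product, whatever their substrate, so that it is not limited to iron and heme. Smaller changes, a response of iron and heme uptake genes in particular, and one of uptake genes without a product here stay open. A biological effect of oxygen on the light response also stays open, as does time in culture, for which no dark sample was labelled. Counts shared with another gene copy were not tested.

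The PGC genes as a set differed between the light responses at 10% and 21% O_2_. The rotation test fry of limma gave 0.00403 at 2 h and 0.00264 at 8 h, with a Benjamini-Hochberg adjusted value of 0.00403 for both over these tests. The median interactions were 0.21 and 0.20 on the log2 scale, with 2 and 1 of 23 genes lower, so that the changes were small, and 0 PGC genes passed the FDR of edgeR over all genes, while 4 and 7 passed it when adjusted over the list alone. At an unadjusted p below 0.05 there were 9 at each time point. DESeq2 called 0, but gave no adjusted p for 3180 of all tested genes at 8 h. With each library left out in turn, the values were between 0.000678 and 0.0177 at 2 h and between 0.00109 and 0.0122 at 8 h. Camera with an estimated correlation gave 0.00986 and 0.00703. Both interactions use the same dark libraries and are not independent. From 2 to 8 h in light, the median log2 FC of the set was 0.83 at 10% and 0.86 at 21% O_2_. The light responses therefore differed in the step from the dark, and the values at 2 and 8 h are not separate findings. A difference between the shared dark groups is not separated here from one in light. The shallow dark libraries are argued against, since the 8 h value without both was 0.00233. The median 8 h interaction of all tested genes was 0.000613, but TMM scaling holds this median near 0, so that a shift common to all genes stays open and the difference of the PGC is one relative to the other genes. An effect of oxygen on the response of the PGC to light stays open as a hypothesis, together with time in culture.

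GEMMAAP_RS02145, a nitroreductase family protein (positions 494520 to 495182), and GEMMAAP_RS08140, a TonB-dependent receptor plug domain protein (1964033 to 1966102), were higher in light at both oxygen concentrations. No nitroreductase is named in the text of the paper. A TonB-dependent iron uptake system is named there among the genes induced by light in the experiment of Fig. 3A, and whether GEMMAAP_RS08140 belongs to it was not settled here. They are outside the rule for named genes and were chosen after their values were seen. After 8 h at 10% O_2_ their log2 FCs were 1.14 and 1.06, after 8 h at 21% O_2_ 1.26 and 1.03, and after 2 h between 1.01 and 1.31, with edgeR FDR values of at most 0.00248. For GEMMAAP_RS02145 the 2 h change at 10% O_2_ was below the fold change threshold without semiaerobic dark replicate 1 (0.89), 2 h light replicate 1 (0.96) or replicate 3 (0.99). It was also below it with all features tested (0.99) and with only the groups compared in the fit (0.998). DESeq2 did not call it after 2 h at 10% O_2_ (0.89, adjusted p = 0.0780) or 21% O_2_ (adjusted p = 0.0362, below the fold change threshold). For GEMMAAP_RS08140 the 8 h change at 10% O_2_ was 0.81 without semiaerobic dark replicate 3 and 0.89 without 8 h light replicate 1, and at 21% O_2_ it was 0.95 without aerobic 8 h light replicate 1. The contrasts at 2 and 8 h share their dark libraries and are not independent, while those at 10% and 21% O_2_ share none. Of the 16 genes called in light at both oxygen concentrations with the same sign, 16 were still called in any light contrast without both shallow dark libraries. This count does not show whether the calls were kept at both oxygen concentrations. For GEMMAAP_RS02145 and GEMMAAP_RS08140, all light contrasts then gave log2 FCs between 1.00 and 1.40, with edgeR FDR values of at most 0.000375. The shallow libraries are therefore argued against as the source for both genes. An effect of light and an effect of time in culture both stay open.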

How the results depend on the processing

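Of the alternatives, the fit without both shallow dark libraries was chosen after seeing the data.

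No direction of a called result reversed under any alternative. The 34 and 40 light DEGs at 10% and 21% O_2_ and the 51 oxygen DEGs stayed within 1.5 times these counts, apart from the following. Requiring 10 counts in every library gave 19, 19, and 21, because fewer genes were tested: 19, 19, and 21 of the DEGs remained among the genes tested, and 18, 19, and 21 of the calls were shared. The likelihood ratio test gave 66 light DEGs at 21% O_2_, of which 38 were shared. The cause was not tested. With each library left out in turn, the counts were between 32 and 37, 35 and 49, and 47 and 58, and at least 28, 31, and 45 calls were shared. Without both shallow dark libraries they were 36, 42, and 57.

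The count of 5 interaction genes was the least stable. It was 3 at an FDR below 0.01, 22 at an unadjusted p below 0.05, and 8 by the likelihood ratio test. With single libraries left out it was between 3 (without aerobic dark replicate 2 or semiaerobic dark replicate 3) and 8 (without semiaerobic dark replicate 1). The cause was not tested. Of the 10 genes against reactive oxygen species, 0 were DEGs by edgeR, by DESeq2, and by the likelihood ratio test. With no fold change threshold, 3 passed the FDR of edgeR, and 7 were at an unadjusted p below 0.05.

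The PGC set tests of oxygen in light weakened under camera with an estimated correlation, to 0.105 at 2 h and 0.0516 at 8 h, while for all genes of the PGC span this test gave 0.0173 and 0.0122. In the dark the set had 0.0489 by fry without both shallow libraries, past the threshold, against 0.146 with them and between 0.0682 and 0.476 with 1 library left out. The cause was not tested. Over the whole PGC span, which has 38 genes, 36 at 21% O_2_ and 37 at 10% O_2_ lay above the median, and of the 23 annotated genes 22 did when 10 counts were required in every library.

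The replicate numbers were not taken as pairing the samples, since no source used here says so and the correlations were not all above 0.1. Same-numbered libraries of different groups had correlated deviations above 0.1 in 10 of 45 pairs (between −0.167 and 0.413), and in 0 of 15 pairs of groups for all 3 numbers. Among the semiaerobic groups all 9 were positive, between 0.0280 and 0.413, with 3 above 0.1, so that a weak pairing there is not excluded. With the replicate block the counts were 39, 39, 51, and 4, and with a replicate block within oxygen 36 and 34 for light and 5 for the interaction. GEMMAAP_RS13055 was not called with the first (edgeR FDR 0.0563) and GEMMAAP_RS07585 not with the second (edgeR FDR 0.0725), while *hemF* at 2 h and 10% O_2_ was called with both.

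Among single genes, calls in the dark between 10% and 21% O_2_ depended on the groups in the fit. With only the dark libraries, 7 named genes lost their call, GEMMAAP_RS18420, GEMMAAP_RS18425, *ccoG*, GEMMAAP_RS18435, GEMMAAP_RS18440, GEMMAAP_RS18445, and GEMMAAP_RS04275 (edgeR FDR between 0.0593 and 0.239). At an FDR of 0.01, 4 calls were lost: GEMMAAP_RS18420 in the dark, *hemN* at 2 h, and the interactions of GEMMAAP_RS13055 and GEMMAAP_RS07585. DESeq2 gave no adjusted p for *hemN* at 2 h and for the interaction of GEMMAAP_RS07585. It lost 2 calls, both of GEMMAAP_RS02145 at 2 h. Over all named genes, contrasts, and single libraries left out, 720 outcomes were the same, 36 calls were lost, and 6 were gained. Depth limits the low-expressed genes: 2101 of the 3905 tested genes had 10 counts in every library.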

Differences from the paper's values

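The clustering with each library left out was chosen after the result was seen. The paper's value for the decrease of *hemH* after 8 h in light at 10% O_2_ is 12-fold, and the value here was 7.99-fold. Over 16 alternatives, all set before the data were examined, it was between 7.51 and 8.59. On the log2 scale all 16 differed from the paper's value by more than the standard error of the edgeR fit (0.140). The neighboring gene GEMMAAP_RS14700 decreased 12.7-fold.

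The counts of DEGs differed by less than 1.5 times. The paper's counts are 35 and 41 for light and 41 for oxygen, and those here were 34, 40, and 51. At an FDR below 0.01, the cutoff in the paper's methods, the counts were 31 and 30 for light at 10% and 21% O_2_ and 42 for oxygen. The settings that gave the paper's counts were RLE size factors and the fits without semiaerobic 2 h light replicate 2 or 8 h light replicate 3 for 35, all features for 41 in light at 21% O_2_, and DESeq2 for 41 between oxygen concentrations. No single setting gave all 3 counts.

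The paper names *hemH* as the only notable difference between the light responses. Here *hemH* was 1 of 5 genes past the threshold of the interaction test, and GEMMAAP_RS14700 and GEMMAAP_RS07590 had interactions of −2.86 and −1.85 on the log2 scale. At 21% O_2_, *hemH* was also lower after 8 h, by a log2 FC of −0.82, below 2-fold. The paper describes a temporary repression of the *puf* genes. Here all 5 were lower at 2 h, as in the paper, and after 8 h all 5 were above the dark level, by up to 1.31 at 10% O_2_ (*pufC*) and 0.87 at 21% O_2_ (*pufB*). The supplement of the paper gives the same log2 FCs for these genes within the standard error. The values therefore do not differ, and the increase after 8 h is only left out of the wording.

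The paper places *hemN* and a nitronate monooxygenase with the cbb3 genes in the cluster of consistently high expression at low oxygen. Here *hemN* fell in the group of weaker increases (0.91, 1.39, and 1.61 on the log2 scale in the dark, at 2 h, and at 8 h). This placement rested on single libraries. In 5 of 18 clusterings with 1 library left out *hemN* joined the group of *ccoN*, namely without aerobic dark replicate 2 (1.63 in the dark), aerobic 2 h light replicate 2 or 3, or semiaerobic 2 h light replicate 1 or 2. Without aerobic dark replicate 1 the dark value was 0.33. The nitronate monooxygenase gene matched by product, GEMMAAP_RS07660, had −0.10, −0.16, and −0.01. This match was not verified: products were at hand for 16 of the 51 oxygen DEGs, and the gene of the paper can be one of the others. Of the cbb3 region, 6 genes were in the group of strongest increases here. The paper states that genes against reactive oxygen species showed no significant change. By 2-fold change 0 of 10 changed here (edgeR and DESeq2; 7 at an unadjusted p below 0.05), and 3 passed the FDR below 2-fold.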

Other observations

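The fit without both shallow dark libraries was added after the library totals were seen and the thinning of deep libraries after the other results, and the other tests in this part were chosen before their results. As counts, the light DEGs at 10% and 21% O_2_ and the oxygen DEGs exceed what other splits of the same libraries gave. The real split alone, 1 of 100, gave as many as 34, 40, or 51, and the highest of the other splits gave 19, 16, and 26. Chance is therefore argued against for these counts, but 1 of 100 is the smallest share these splits could give. Other splits can mix the compared conditions within groups, which widens their spread where the conditions differ.

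The increase of *pufC*, *pufM*, and *pufL* above the dark level after 8 h at 10% O_2_ was tested against 2 technical explanations. Without both shallow dark libraries the changes were between 1.16 and 1.28 on the log2 scale, with an edgeR FDR of at most 2.4e-08. Under RLE size factors the median of the 3 genes was 1.21 and that of all tested genes −0.01. The first result argues against the shallow libraries. The second decides nothing, since both scalings hold the median of all genes near 0, so that a shift common to all genes stays open and the increase is one relative to the other genes. An effect of light may explain the increase, but time in culture stays open as well.

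*ppsR* changed with light at 100 µmol photon m-2 s-1 by a log2 FC of −0.42 after 2 h at 10% O_2_ (edgeR FDR 0.00861) and −0.54 at 21% O_2_ (edgeR FDR 0.000966). After 8 h the log2 FC was 0.27 (edgeR FDR 0.0873) and 0.07 (edgeR FDR 0.709). The edgeR FDR of the 2 h change at 10% O_2_ was 0.0790 without semiaerobic dark replicate 3 and 0.0500 without 2 h light replicate 1, and that of the 8 h change was 0.0292 without semiaerobic dark replicate 2.

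The shallow dark libraries varied more around their replicates than the deep ones did around each other. The biological coefficient of variation estimated by edgeR was 3.18 times as large in pairs with aerobic dark replicate 3 as in the pair without it, and 2.77 times as large for semiaerobic dark replicate 2. With a deep replicate thinned at random to the counts of the shallow one, it was between 0.0716 and 0.0742 in the aerobic and between 0.0621 and 0.0654 in the semiaerobic dark group, against at least 0.284 and 0.218 with the shallow library itself. Counting noise is therefore argued against as the whole cause. A difference in library preparation and a difference between cultures both stay open.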
